# Removal of unwanted variation reveals novel patterns of gene expression linked to sleep homeostasis in murine cortex

**DOI:** 10.1186/s12864-016-3065-8

**Published:** 2016-10-25

**Authors:** Jason R. Gerstner, John N. Koberstein, Adam J. Watson, Nikolai Zapero, Davide Risso, Terence P. Speed, Marcos G. Frank, Lucia Peixoto

**Keywords:** Sleep, Sleep deprivation, Circadian, Microarray, Gene, mRNA, Transcriptomics

## Abstract

**Background:**

Why we sleep is still one of the most perplexing mysteries in biology. Strong evidence indicates that sleep is necessary for normal brain function and that sleep need is a tightly regulated process. Surprisingly, molecular mechanisms that determine sleep need are incompletely described. Moreover, very little is known about transcriptional changes that specifically accompany the accumulation and discharge of sleep need. Several studies have characterized differential gene expression changes following sleep deprivation. Much less is known, however, about changes in gene expression during the compensatory response to sleep deprivation (i.e. recovery sleep).

**Results:**

In this study we present a comprehensive analysis of the effects of sleep deprivation and subsequent recovery sleep on gene expression in the mouse cortex. We used a non-traditional analytical method for normalization of genome-wide gene expression data, Removal of Unwanted Variation (RUV). RUV improves detection of differential gene expression following sleep deprivation. We also show that RUV normalization is crucial to the discovery of differentially expressed genes associated with recovery sleep. Our analysis indicates that the majority of transcripts upregulated by sleep deprivation require 6 h of recovery sleep to return to baseline levels, while the majority of downregulated transcripts return to baseline levels within 1–3 h. We also find that transcripts that change rapidly during recovery (i.e. within 3 h) do so on average with a time constant that is similar to the time constant for the discharge of sleep need.

**Conclusions:**

We demonstrate that proper data normalization is essential to identify changes in gene expression that are specifically linked to sleep deprivation and recovery sleep. Our results provide the first evidence that recovery sleep is comprised of two waves of transcriptional regulation that occur at different times and affect functionally distinct classes of genes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3065-8) contains supplementary material, which is available to authorized users.

## Background

Sleep is thought to be controlled by two processes, 1) a homeostatic process that determines sleep need (or pressure), and 2) a circadian process that determines the timing of sleep and wakefulness. A robust index for sleep need is known as delta power, which refers to “delta” (1–4 Hz) oscillations in the electroencephalogram (EEG) of non-rapid eye movement (NREM) sleep. Delta power increases with increased sleep pressure, and declines following sleep. Therefore, sleep deprivation increases delta power, which then naturally decreases during recovery sleep. Previous studies have shown that EEG delta power is under genetic control [1], suggesting that specific genes contribute to sleep homeostasis. Nevertheless, the molecular mechanisms that regulate sleep need remain incompletely described.

Genome-wide technologies have been used to interrogate gene expression changes that follow sleep deprivation in the mouse brain [2, 3], but there is little agreement between studies. There are also no genome-wide studies that characterize transcriptional changes that occur during subsequent recovery sleep. A major challenge when analyzing genome-wide data in the brain in response to behavior is isolating the signal of interest from other factors (batch effects) that simultaneously influence gene expression. We have previously shown that batch effects are widespread in genome-wide studies of gene expression in experimental neuroscience [4]. Several data normalization strategies are available to correct these batch effects, including Removal of Unwanted Variation (RUV). RUV adjusts for batch effects by performing factor analysis on control genes or replicate samples [5–7]. We have also shown that RUV normalization leads to increased power and reproducibility of results [4]. We now employ RUV to generate an integrated cross-laboratory analysis of differential gene expression following sleep deprivation in the mouse brain. We also provide the first comprehensive genome-wide assessment of transcripts from mouse cortex during recovery sleep. Our analysis improves detection of differentially expressed genes following sleep deprivation and shows that recovery sleep reverses the transcriptional changes it causes. This latter process occurs in waves that happen at different times during recovery sleep and affect functionally distinct classes of genes.

## Results

We first wanted to obtain a reliable estimate of the differential gene expression changes caused by sleep deprivation. To do this, we subjected mice to 5–6 h of sleep deprivation and different amounts of recovery sleep. Control mice (left undisturbed in home cages) were sacrificed at matching circadian times and cortical mRNA was isolated from experimental and control groups for microarray analysis (see methods for more details). 

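Cortical RNA from 59 male C57BL/6J mice, an inbred laboratory strain, was hybridized to Affymetrix Mouse Gene 2.1 ST arrays, with 1 array per mouse. Sleep-deprived mice (SD, n = 7) were kept awake by brushing for 6 h from lights on (ZT0) and were collected at ZT6. Undisturbed controls were collected at ZT0 (CC0, n = 7), ZT6 (CC6, n = 7), ZT7 (CC7, n = 6), ZT8 (CC8, n = 7) and ZT11 (CC11, n = 7). The authors turned the probe intensities into log2 values per probeset, a set of probes for 1 transcript, by RMA, which corrects the background, normalizes between arrays and summarizes the probes. Of all probesets, the 32819 with a log2 value over 4 in more than 50% of the arrays were kept, which is the study's filter. Between 78.1% and 81.1% of all probesets lay over that value on each array, and the group medians ran from 79.0% in CC6 to 79.9% in SD. The number of arrays limits the precision of these comparisons. RUV estimates factors of variation from the differences between replicates of a group, and 6 factors were estimated, the number the study used for these data. Each comparison was tested in limma, in a linear model of the RMA values with the 9 groups and the 6 factors as terms, and probesets at an FDR under 0.01 (Benjamini-Hochberg) were counted as differentially expressed. The log2 fold changes below come from this model, and the levels of single genes are group means of log2 RMA values. The number of factors, and whether the factors stay in the model or are subtracted beforehand, can change the counts. A gene with several probesets is represented by the probeset with the highest mean over all arrays.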

We then integrated our data with that from three other studies performed in mouse cortex, whole brain and hippocampus [2, 3, 8]. We began with a traditional method of normalization, Robust multi-array average (RMA) plus quantile normalization [9], to integrate the data. The resulting principal component (PC) analysis showed that 64 % of the variability was due to platform (PC 1) while 16 % was due to different laboratories (PC 2; Fig. 1a). These results show that traditional normalization methods are not well suited to integrate data across laboratories or array platforms. Following RUV normalization, however, samples group according to treatment (sleep deprivation versus controls) and not laboratories, platform (Fig. 1a) or tissue type. We then evaluated the impact of normalization method in differential expression analysis. RUV restored the *p*-value histogram of differential expression to its expected distribution (Fig. 1b), increased detection of differentially expressed genes, and recovered 100 % of positive control genes known to respond to sleep deprivation (Fig. 1c). Positive control genes used in our study (see Methods) are listed in Additional file 1. The list of differentially expressed genes in response to sleep deprivation regardless of tissue for the integrated study is available in Additional file 2. Our results show that a method as effective as RUV normalization is required for the proper characterization of differentially expressed genes across labs and platforms in meta-analysis studies, as we have shown for RNA-seq data [4].

**Fig. 1:**
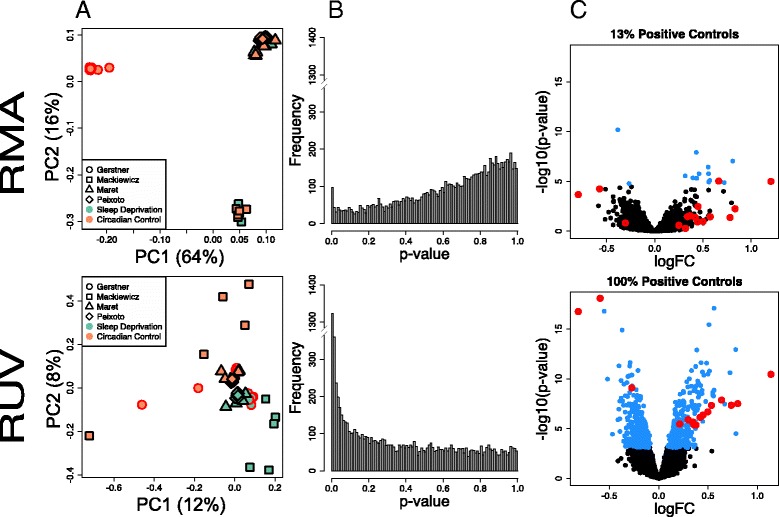
Integrated analysis of the effect of 6 h of sleep deprivation in the murine cortex. **a** Scatterplots of first two principal components (PC, log-scaled, centered intensities) following RMA and RUV normalization. Percent variance explained by each PC in parenthesis. Triangles denote samples from the Maret et al. 2007 study [2] (whole brain), square samples from the Mackiewicz et al. 2007 study [3] (cortex), rhombus the samples from Vecsey, Peixoto et al. 2012 [8] (hippocampus), and circles are samples from this study (cortex). In green, samples following 6 h of sleep deprivation (SD); in orange, time of day matched controls (CC). Samples cluster according to array platform (PC1) and lab (PC2) following Quantile normalization. After applying RUV, samples cluster according to treatment (PC2). **b** Distribution of unadjusted *p*-values for tests of differential expression between SD and CC samples following Quantile and RUV normalization. The distribution of *p*-values following Quantile normalization is not uniform and biased towards 1. RUV returns uniformity to the *p*-value distribution and increases discovery of differentially expressed genes (genes that have a low *p*-value). **c** Volcano plot of differential expression (−log10 *p*-value vs log fold change) of Quantile and RUV normalized samples. Genes with an FDR <0.01 are highlighted in blue. Positive controls are circled in red; RUV increases the detection of known differentially expressed genes from 0 to 100 %. PCA plots were performed using the R/Bioconductor package EDASeq (v. 2.0.0). RUVs normalization was performed using the R/Bioconductor package RUVSeq (v. 1.0.0). Differential expression analysis was performed using R/Bioconductor package limma

We were also interested in determining the effects of recovery sleep on sleep deprivation-induced gene expression, as this has been minimally explored. 

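The recovery groups analysed here hold 18 mice. RS2 mice (n = 4) slept for 2 h after 6 h of sleep deprivation and were collected at ZT8, RS3 mice (n = 7) slept for 3 h after 5 h of sleep deprivation and were collected at ZT8, and RS6 mice (n = 7) slept for 6 h after 5 h of sleep deprivation and were collected at ZT11. RS2 and RS3 were compared with the same 7 controls (CC8) and RS6 with CC11, so that each comparison holds the time of day fixed. The length of the sleep deprivation, in contrast, was 6 h in SD and RS2 and 5 h in RS3 and RS6. Where RS3 or RS6 is set against SD, recovery and this difference cannot be told apart. An array whose labels name 2 different recovery times was not used, and mice with 1 h of recovery sleep are not analysed here. With 4 arrays, RS2 had the largest median standard error over all probesets, at 0.10 on the log2 scale, against 0.08 for RS3 and 0.09 for RS6.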

Separate groups of mice were sleep-deprived and allowed to recover for 1, 2, 3, and 6 h (RS1, RS2, RS3, and RS6, respectively) to identify changes in genome-wide expression during recovery sleep. We again compared the effect of using traditional normalization (RMA) versus RUV on the characterization of differential gene expression after sleep deprivation or varying lengths of recovery sleep. 

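In the RMA values, the arrays of sleep-deprived, recovering and undisturbed mice did not separate. The first principal component (PC1) carried 26.9% of the variance and PC2 5.55%. Of the variance on both components, 21.0% lay between the 9 groups (jackknife standard error 10.1), and 8 of 100 random reassignments of the group labels gave as large a share, with a range from 6.96% to 29.0%. PC1 set 5 arrays apart, with scores of -135.9 and -51.1 for replicates 1 and 2 of SD, -105.9 for replicate 1 of CC0, -42.7 for replicate 1 of RS6 and -30.0 for replicate 1 of CC8. Small nucleolar RNAs, which guide the modification of ribosomal RNA, were high on these arrays: their median deviation from the group mean was 1.36 on the log2 scale in replicate 1 of CC0, 0.98 and 0.50 in replicates 1 and 2 of SD, 0.66 in replicate 1 of RS6 and 0.53 in replicate 1 of CC8. The oligodendrocyte gene Opalin, in contrast, was at 7.25 ± 0.05 (SD, n = 7) in SD and 7.76 ± 0.09 (SD, n = 7) in CC6, so that SD replicates 1 and 2 lay with the other SD arrays for this gene.

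**Figure D1:**
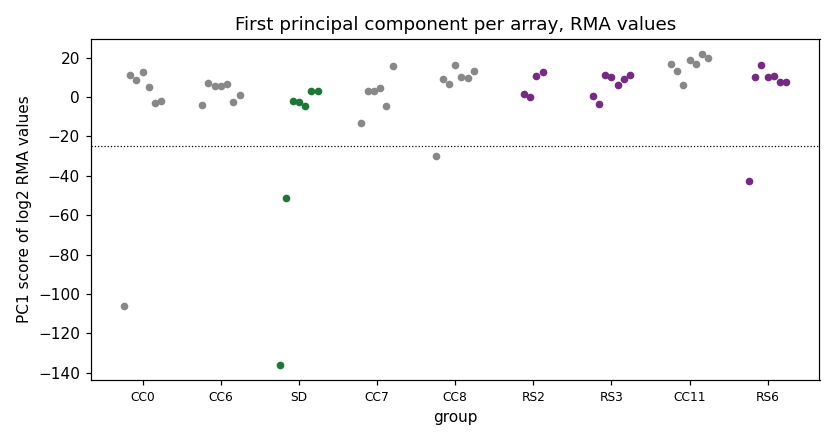
Score of each array on the first principal component of the log2 RMA values (vertical axis, no unit), by group, with 1 point per mouse. The dotted line lies at -25, and the 5 arrays under it include replicate 1 of CC0, CC8, SD and RS6.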

The PC scatterplots revealed a lack of grouping of biological replicates with RMA, indicative of the presence of confounding factors or “batch effects” in the data (Fig. 2a). Unlike our previous analysis (Fig. 1), no obvious grouping attributable to technical factors was found. Following RUV normalization, the PCA plots showed the expected segregation of groups according to treatment (Fig. 2a). 

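After RUV, the 7 SD arrays lay apart from all other arrays on PC1, with scores from 14.8 to 21.8, while the highest score of any other array was 12.4, in CC0. The 7 arrays of CC6, the controls of the same time of day, lay between -1.28 and 4.03. PC1 carried 5.53% of the variance and PC2 3.95%, and 80.2% of the variance on both components lay between the 9 groups (jackknife standard error 6.53). RUV is told which arrays are replicates of each other, so the step was repeated with shuffled labels. The share between the shuffled groups had a median of 26.0% and reached at most 52.6% in 100 shuffles. With 3 factors in place of 6 the share between the real groups was 49.3%. Of the arrays that stood apart in the RMA values, replicates 1 and 2 of SD had PC1 scores of 14.8 and 21.8 after RUV, within the SD group. The paper reads the lack of grouping with RMA as a sign of confounding factors in the data, and states that the groups segregate by treatment following RUV.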

The effect of data normalization is also evident in the analysis of differential expression. RUV analysis improved the detection of differentially expressed genes following one hour of recovery sleep (RS1, Fig. 2b), and recovered 86 % of the positive controls (Fig. 2). 

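Genes that earlier studies found to respond to recovery sleep passed more often after RUV than with RMA when adjusted over all probesets, and about as often when adjusted over the list alone. Bdnf, a neurotrophin, had a log2 fold change of 0.53 (SE 0.07) at RS2 and 0.40 (SE 0.06) at RS3, and passed the threshold at both times after RUV (adjusted p = 8.70e-06 and 0.000153 from limma) and with RMA (adjusted p = 0.000670 and 0.00867). Nptx2, a secreted pentraxin that gathers AMPA receptors at synapses, was higher by 0.61 at RS2, 0.50 at RS3 and 0.44 at RS6 (adjusted p = 6.83e-05, 0.000211 and 0.00333), whereas RMA gave adjusted p-values of 0.264, 0.441 and 0.101. Hsp90b1, a chaperone of the endoplasmic reticulum, was higher by 0.26 at RS2, 0.22 at RS3 and 0.20 at RS6 after RUV (adjusted p = 0.000317, 0.000769 and 0.00358), though without RS2 replicate 2 its adjusted p at RS2 was 0.0149, with 3 RUV factors it was 0.0195 at RS6, and with RMA it passed at none of these times. Of the 7 recovery sleep positive controls, a list the study assembled from the literature, 5 rose at RS2, 4 at RS3 and 2 at RS6 after RUV (6, 6 and 4 when adjusted over the list alone), against 1, 2 and 0 with RMA (6, 6 and 3). The 5 at RS2 include Fosl2, a subunit of the AP-1 transcription factor, whose call was lost without RS2 replicate 1 (adjusted p = 0.0258) or replicate 2 (adjusted p = 0.0182). Junb, another AP-1 subunit, had log2 fold changes of -0.27, -0.26 and -0.25 and did not pass (adjusted p = 0.621, 0.503 and 0.458). Over all probesets, 3443 had an unadjusted p under 0.05 from limma at RS2, 3856 at RS3 and 4640 at RS6 after RUV, against 1459, 1695 and 3477 with RMA, whereas in SD 5211 did after RUV and 7043 with RMA.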

Improvement was also seen at all other time-points (RS2, RS3 and RS6, Additional file 3). These results show that RUV normalization, or similar methodology geared to address batch effects, is necessary for accurate detection of differential expression not only across but also within studies. Genes differentially expressed at all time points in this study relative to controls can be found in Additional file 4. It is also known that time of day by itself can profoundly impact brain gene expression in the brain. 

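Arc and Cdkn1a had the largest increases in sleep deprivation. Arc (probeset 17317983), a postsynaptic protein of synaptic plasticity, was at 10.40 ± 0.33 (SD, n = 7) after sleep deprivation and 8.68 ± 0.61 (SD, n = 7) in CC6, a 2.76-fold difference after RUV (log2 fold change 1.47, SE 0.25, adjusted p = 0.000130 from limma), and each of the 7 SD mice lay above every CC6 mouse. Cdkn1a, the cyclin-dependent kinase inhibitor p21, was at 8.84 ± 0.22 against 7.74 ± 0.07 (SD, n = 7 and 7), a 2-fold difference (adjusted p = 4.17e-11). Inhba, a subunit of activin, was higher by 0.84 on the log2 scale (adjusted p = 3.92e-06) and Serinc2 by 0.85 (adjusted p = 5.40e-07). Among the largest decreases, Opalin, a myelin protein of oligodendrocytes (probeset 17364588), had a log2 fold change of -0.51 (SE 0.07, adjusted p = 1.03e-06) and lay below every CC6 mouse in 7 of 7 SD mice. Pla2g4e, a phospholipase, fell by 0.58 and Rassf3 by 0.51 on the log2 scale (adjusted p = 6.40e-06 and 6.84e-07), and with RMA the calls of Inhba and Rassf3 were lost.
Gene lists of pathways and cell types, fixed before the deposited values were examined, moved as follows. Lists taken from the paper or written after reading its tables, which report these mice, are not independent of these data. Of 18 measured genes of cholesterol biosynthesis, 3 fell and none rose (3 when adjusted over the list alone): Insig1, which holds back sterol synthesis, at -0.29, and the synthetic enzymes Sqle at -0.27 and Msmo1 at -0.22. As a list they lay below other genes (adjusted p = 0.000177 from camera with a preset correlation), a call that was lost at an adjusted p = 0.149 with an estimated correlation. Of 11 oligodendrocyte markers, 2 fell (4 when adjusted over the list alone), Opalin and Aspa, the aspartoacylase, at -0.33, and the list lay below other genes at an adjusted p = 0.00294 (adjusted p = 0.327 with an estimated correlation). Of 13 microglia markers, 3 fell (3 when adjusted over the list alone), among them the purinergic receptor P2ry12 at -0.29 and Ly86 at -0.31, but the list as a whole did not pass (adjusted p = 0.152). Of 16 neuropeptide genes, 3 rose and none fell (3 when adjusted over the list alone), with Vgf at 0.48, Crh, the corticotropin-releasing hormone, at 0.42 and Scg2 at 0.25 (adjusted p = 0.00470 for the list and 0.112 with an estimated correlation). Markers of excitatory neurons (11 measured), inhibitory neurons (12) and oligodendrocyte precursors (8) had no member past the threshold, and their lists had adjusted p-values of 0.492, 0.273 and 0.560. Of 12 astrocyte markers 1 rose, the connexin Gjb6 at 0.37, and of 11 endothelial markers the glucose transporter Slc2a1 rose by 0.23 and Itm2a fell by 0.35 on the log2 scale, while neither list passed (adjusted p = 0.429 and 0.314). With RMA the calls of Sqle, Aspa, Ly86, Crh, Scg2, Gjb6 and Slc2a1 were lost, and with 3 RUV factors those of Aspa, Scg2 and Gjb6. The 10 striatum markers had a median of -0.22 and none of them passed (adjusted p = 0.0366, and 0.617 with an estimated correlation), and 2 of the 7 SD arrays were among the 5 that stood apart in the RMA values.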

To address the possible confound of circadian time in the fold changes observed following RS, we compared three controls samples to each other, CC0, CC6 and CC11, which correspond to circadian time ZT = 0, ZT = 6 and ZT = 11 respectively. 

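From ZT0 to ZT6 in undisturbed mice, genes of neuronal activity fell. Arc was at 8.68 ± 0.61 (SD, n = 7) in CC6 and 9.90 ± 0.83 (SD, n = 7) in CC0, a log2 fold change of -1.20 (SE 0.25, adjusted p = 0.00859 from limma), and the transcription factors Egr1 and Egr2 had log2 fold changes of -0.94 and -0.82 (adjusted p = 3.75e-05 and 0.00785). Of 34 activity-regulated and immediate early genes, 8 fell and none rose (21 fell when adjusted over the list alone), and the list lay below other genes also with an estimated correlation (adjusted p = 0.00162). Of 16 phosphatases and feedback inhibitors of MAPK signaling, 3 fell (7 when adjusted over the list alone), Dusp6 with -0.54, Dusp5 with -0.49 and Spry4 with -0.46. Clock genes moved in both directions: Ciart, a repressor in the clock, rose from 6.62 ± 0.36 to 7.37 ± 0.19 (SD, n = 7 and 7; adjusted p = 0.000270), Dbp, a transcription factor of the clock output, rose by 0.61 and Nr1d1, which encodes REV-ERBα, by 0.55 on the log2 scale, while Cry1 had a log2 fold change of -0.48, Per2 of -0.35 and Arntl, which encodes BMAL1, of -0.27. In all, 11 probesets were higher and 41 lower in CC6 than in CC0. Without RUV the number was 18, and the calls of Arc (adjusted p = 0.0353), Egr2 (0.0353), Spry4 (0.252), Per2 (0.257) and Arntl (0.197) were lost.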

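From ZT6 to ZT11, clock genes and glucocorticoid-responsive genes rose in undisturbed mice. Per2, which represses its own transcription in the clock, was at 8.07 ± 0.08 (SD, n = 7) in CC11 and 7.50 ± 0.10 (SD, n = 7) in CC6 (log2 fold change 0.62, SE 0.06, adjusted p = 4.80e-10 from limma). Of 19 clock and clock-output genes, 7 rose and 1 fell (9 and 2 when adjusted over the list alone), with Ciart at 0.65, Cry1 at 0.44, Per3 at 0.37 and Arntl at -0.32, and the list rose also with an estimated correlation (adjusted p = 0.00539). Of 18 glucocorticoid-responsive genes, 4 rose and none fell (8 when adjusted over the list alone), with the kinase Sgk1 at 0.54 and Tsc22d3, which encodes GILZ, at 0.31 (adjusted p = 0.00539 for the list with an estimated correlation). Fmo2, a flavin-containing monooxygenase, had the largest difference, at 6.30 ± 0.21 against 5.34 ± 0.16 (SD, n = 7 and 7; adjusted p = 3.27e-05). Nptx2 had a log2 fold change of -0.38, and the endothelial receptors Kdr and Tek had -0.39 and -0.48. The 10 striatum markers had a median of 0.53 (adjusted p = 2.58e-08, and 0.272 with an estimated correlation). Counting all probesets, 38 were higher and 49 lower in CC11 than in CC6, and 113 were higher and 207 lower in CC11 than in CC0. With the replicate number as a term of the model, the totals were 28 and 165. Without RUV the totals were 6 and 127, with array weights 38 and 210 and with the RUV factors subtracted and left out of the model 339 and 748, between CC11 and CC6 36 probesets passed with 3 RUV factors and 144 with limma's trend, and with the mean of the striatum markers as a covariate, chosen after seeing the data, 23 probesets passed between CC11 and CC6. Of the genes named, Cry1, Per3, Tsc22d3, Nptx2, Kdr and Tek did not pass without RUV, and the last 4 of them did not with 3 RUV factors.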

The results are available in Additional file 5 and were taken into account on the interpretation of gene expression changes brought on by RS.

**Fig. 2:**
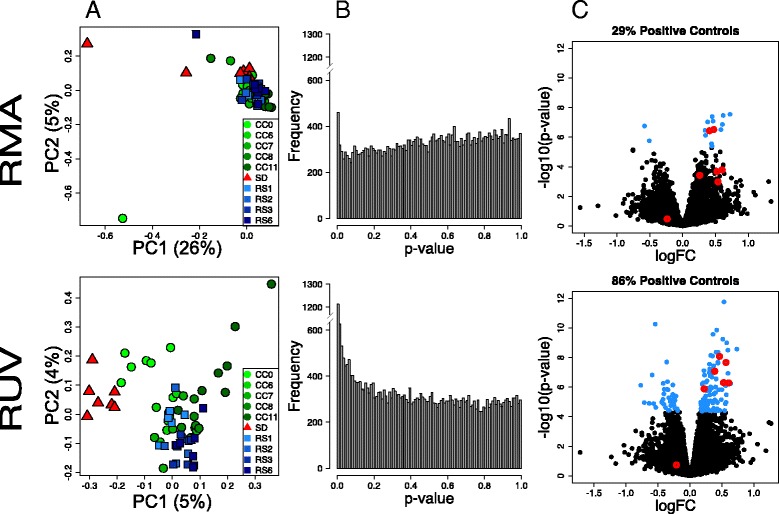
Analysis of the effect of sleep deprivation and subsequent recovery sleep in the murine cortex. **a** Scatterplots of first two principal components (log-scaled, centered counts) following RMA and RUV normalization. Percent variance explained by each PC in parenthesis. Triangles denote samples collected following sleep deprivation (SD), circles control samples matched by time of day (CC, number indicates ZT time) and squares samples collected after recovery sleep (RS). Samples only cluster according to treatment after RUV normalization. **b** Distribution of unadjusted *p*-values for tests of differential expression between one hour of recovery sleep (RS1) and control samples following RMA and RUV normalization. RUV increases discovery of differentially expressed genes (genes that have a low *p*-value). **c** Volcano plot of differential expression (−log10 *p*-value vs log fold change) of RMA and RUV normalized samples. Genes with an FDR <0.01 are highlighted in blue. Positive controls are circled in red; RUV increases the detection of known differentially expressed genes following recovery sleep. PCA plots were performed using the R/Bioconductor package EDASeq (v. 2.0.0). RUVs normalization was performed using the R/Bioconductor package RUVSeq (v. 1.0.0). Differential expression analysis was performed using R/Bioconductor package limma. The analysis was based only on samples were collected from current laboratory

The discharge of sleep need in mammals is a gradual process, including events that normalize within the first 3 h (e.g. NREM EEG delta power) and others that may take 6–12 h to appear (e.g. changes in sleep time) [1, 10]. We therefore plotted the number of significant probesets altered by sleep deprivation and recovery sleep relative to their respective circadian time-point controls following both RMA and RUV normalization (Fig. 3a). 

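Bdnf, Cdkn1a and the synaptic organizer Cbln4 stood among the genes with the largest differences during recovery sleep. At RS2, Egr3, an activity-regulated transcription factor, was at 9.07 ± 0.25 (SD, n = 4) against 8.27 ± 0.27 in CC8 (SD, n = 7), a log2 fold change of 0.78 (adjusted p = 1.55e-05 from limma), Cdkn1a was higher by 0.75 (adjusted p = 5.59e-06) and Cbln4 by 0.61 (adjusted p = 9.06e-07). Cabcoco1 and Sgcz, a sarcoglycan, were lower at RS2, with log2 fold changes of -0.62 and -0.55 (adjusted p = 1.27e-06 and 8.70e-06). At RS3, Egr3 was higher by 0.70, Car12, a carbonic anhydrase, by 0.55, and Bhlhe40, a repressor in the clock, had a log2 fold change of -0.41 (adjusted p = 9.24e-06, 0.00682 and 8.03e-05). At RS6, Adcyap1, which encodes the neuropeptide PACAP, was higher by 0.52 and Htr2a, a serotonin receptor, by 0.43, while Hrh3, a histamine receptor, had a log2 fold change of -0.56 in probeset 17380706 (adjusted p = 0.000128, 0.000128 and 0.00554) and of -0.16 in its other probeset, which has the higher mean and did not pass (adjusted p = 0.142). After RUV, 634 probesets passed an FDR under 0.01 in SD, 98 at RS2, 56 at RS3 and 49 at RS6. The count at RS2 was 34 without RS2 replicate 1, 25 without replicate 2, 62 without replicate 3 and 75 without replicate 4, with 3 RUV factors 48 passed at RS2 and 15 at RS6, with the mean of the striatum markers as a covariate, chosen after seeing the data, 54 and 13, and with array weights 20 at RS6. With RMA the calls of Egr3, Cabcoco1 and Sgcz at RS2, Car12 at RS3 and Adcyap1, Htr2a and Hrh3 at RS6 were lost, and with 3 RUV factors that of Car12. At RS3 117 passed with the stricter filter, 95 with 9 RUV factors, 89 with limma's trend and 34 without the 5 arrays that stand apart, a test chosen after seeing the data. With the replicate number as a term of the model, 79 passed at RS6. Where the RUV factors were subtracted and left out of the model, 1228, 171, 157 and 293 probesets passed, and where each comparison was fitted on its own arrays alone, with fewer replicates behind the spread, 2 passed in SD and 0 in the recovery groups.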

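Sleep deprivation shifted many genes with either method, and which of them called more depended on the threshold and the model. Hsp90b1 rose by 0.26 on the log2 scale after RUV (SE 0.04, adjusted p = 9.01e-06 from limma) and by 0.15 with RMA, where it did not pass (adjusted p = 0.155). Ano2, a calcium-activated chloride channel, was at 5.58 ± 0.32 (SD, n = 7) in SD and 6.26 ± 0.31 (SD, n = 7) in CC6, with an adjusted p = 0.00225 after RUV, 0.0623 with RMA and 0.0270 with 3 RUV factors. Dio2, the deiodinase that makes active thyroid hormone, had a log2 fold change of 0.61 after RUV (adjusted p = 3.80e-05) and an adjusted p = 0.689 with RMA, though its other probeset gave a log2 fold change of -0.19 (adjusted p = 0.298). For Cdkn1a the methods gave similar values, with log2 fold changes of 1.00 and 1.10. With RMA 244 probesets were higher and 179 lower in SD than in CC6, against 357 and 277 after RUV. At an FDR under 0.05 the order turned, with 1473 probesets for RMA and 1329 after RUV, and 7043 and 5211 had an unadjusted p under 0.05. With the replicate number as a term of the model, the order turned at an FDR under 0.01 too, with 1031 for RMA and 592 after RUV. Without that term both methods called 342 probesets in the same direction at an FDR under 0.01, RUV alone 292 and RMA alone 81. Of the 32 positive controls for sleep deprivation, drawn by the study from the literature, 28 passed after RUV, 23 of them higher and 5 lower (29 when adjusted over the list alone), against 23 with RMA (30 when adjusted over the list alone). Tfrc, the transferrin receptor, and Tipin, a replication fork protein, were among the lower ones, with log2 fold changes of -0.24 and -0.34, and Fos and Dusp1 did not pass after RUV (log2 fold changes 0.81 and 0.40, adjusted p = 0.0253 and 0.212). In data simulated on these arrays, RUV recovered 26.9% of changes of 0.25 on the log2 scale in SD and 71.6% of those of 0.5, against 5.97% and 50.7% with RMA. The unwanted variation in these simulated data was built from the 6 RUV factors, which favours RUV, so the simulation cannot rank the methods.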

Compared to RMA, RUV analysis greatly improved the detection of significant genes for all groups examined. 

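With RMA, few genes passed during recovery sleep. At RS2 the 5 probesets past the threshold were those of Cdkn1a (log2 fold change 0.74, adjusted p = 0.000135 from limma), Bdnf, Cbln4 (adjusted p = 0.000135), the sorting receptor Sorcs3 (0.46, adjusted p = 6.60e-05) and 1 probeset without a gene symbol, all of them higher than in CC8. At RS3 they were those of Egr3 (adjusted p = 0.00795), Bdnf and Sorcs3, which were higher, and of Cabcoco1 (log2 fold change -0.70) and Bhlhe40 (-0.43), which were lower. Each of these 10 calls was also made after RUV in the same direction. At RS6 limma called 0 probesets with RMA, where 3477 had an unadjusted p under 0.05. Cbln4 at RS6, for example, had an adjusted p = 0.000531 after RUV and 0.0952 with RMA, and Adcyap1 had 0.000128 and 0.0517. In SD 423 probesets passed with RMA. The RMA counts of the recovery groups were 23, 20 and 23 without the 5 arrays that stood apart on PC1, an alternative chosen after seeing the data, and 39, 21 and 17 with limma's array weights. In simulated data with the sizes of RS2 and CC8, RMA recovered 28.4% of changes of 0.5 on the log2 scale, and RUV 58.2%. These data too were built with the RUV factors, which favours RUV.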

Its impact is more pronounced on the detection of differential expression during recovery sleep. Overall, the number of genes upregulated outnumbered those that are downregulated at all time-points.

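Of the probesets past the threshold, more were higher than lower in the recovery groups, and after sleep deprivation 56.3% were higher. With the replicate number as a term of the model, 295 were higher and 297 lower in SD after RUV. Among the genes with the largest changes in SD were Arc, Cdkn1a and Nr4a1, an orphan nuclear receptor (0.90 on the log2 scale), against Ano2 (-0.73), Pla2g4e and Rassf3. The higher share was 77.6% at RS2, 64.3% at RS3 and 79.6% at RS6. At RS2 76 probesets were higher and 22 lower, at RS3 36 and 20, and at RS6 39 and 10. Genes with a symbol numbered 335 higher and 252 lower in SD, 67 and 17 at RS2, 30 and 18 at RS3, and 36 and 9 at RS6. The lower genes at RS6 include Efnb2, which encodes ephrin-B2 (-0.23, adjusted p = 0.00554 from limma), and Slc24a4, a sodium, potassium and calcium exchanger (-0.26, adjusted p = 0.00367). The calls of Ano2 in SD and of Efnb2 and Slc24a4 at RS6 were lost with RMA and with 3 RUV factors. With the replicate number as a term of the model the SD calls of Ano2 and Nr4a1 were lost.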

**Fig. 3:**
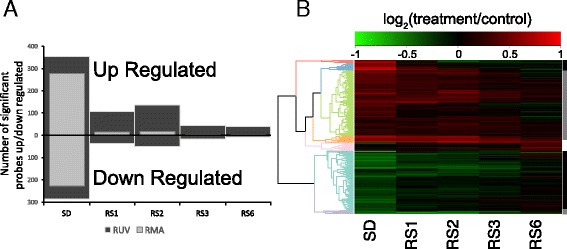
The effect of data normalization in differential expression following recovery sleep. **a** Bar graph displaying the number of up and downregulated probesets detected at each time point relative to time-of-day matched controls following RMA (*light grey*) or RUV (*dark grey*) normalization. RUV normalization profoundly affects the detection of differentially expressed genes following various lengths of recovery sleep. Positive controls for genes differentially expressed following 1 h of recovery sleep after were obtained as detailed in Methods. **b** Heatmap of differentially expressed probesets detected using RUV normalization relative to circadian time-matched controls. In red, upregulated genes. In green, downregulated genes. Clustering based on patterns of gene expression is represented by the dendrogram and color coded. Genes responding within 1–3 h to recovery sleep are indicated by black bars (fast responders), while genes that respond at 6 h are indicated by grey bars (slow responders, *grey bar*). Genes upregulated by sleep deprivation show two different patterns of response within the first three hours (red and pink clusters, *black bar*) and two different patterns of recovery at 6 h (green and orange clusters, *grey bar*). The majority of genes upregulated by sleep deprivation respond slowly with recovery sleep. The majority of genes downregulated are fast responders (mint green, *black bar*), while a very small proportion recovers within 6 h (lilac, *grey bar*). SD, sleep deprivation; RS1, sleep deprivation followed by 1 h of recovery sleep; RS2, sleep deprivation followed by 2 h of recovery sleep; RS3, sleep deprivation followed by 3 h of recovery sleep; RS6, sleep deprivation followed by 6 h of recovery sleep

We then generated a heatmap of differentially expressed genes detected using RUV normalization relative to circadian time-matched controls (Fig. 3b). 

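Lists of chaperones and neuropeptides lay above other genes at RS2, and with an estimated correlation did not pass at RS3 or RS6. The recovery times were not tested against each other, so a decline of these lists after RS2 is not shown. Of 24 genes of the endoplasmic reticulum chaperones and the unfolded protein response, 4 rose and none fell at RS2 (10 when adjusted over the list alone), 2 at RS3 (7) and 1 at RS6 (2). Without RS2 replicate 2 the RS2 calls of Calr and Hsp90b1, which are among the 4, were lost (adjusted p = 0.0606 and 0.0149). The list lay above other genes at RS2 also with an estimated correlation (adjusted p = 0.000594), but at RS3 the call was lost (adjusted p = 0.0370 with an estimated correlation), and at RS6 there was none (adjusted p = 0.161). Of the members, Hyou1, a chaperone of the HSP70 family, was higher by 0.31 at RS3 (adjusted p = 0.000449 from limma). Of 17 cytosolic heat shock proteins 1 rose at RS2 (3 when adjusted over the list alone), and the list lay above other genes with an adjusted p = 0.00732 with an estimated correlation, and 0.0370 at RS3. Of 16 neuropeptide genes, 4 rose at RS2 (6 when adjusted over the list alone; adjusted p = 0.00799 with an estimated correlation), 2 at RS3 (4; adjusted p = 0.0563) and 2 at RS6 (7; adjusted p = 0.0565), and none fell. At RS6 these 2 were Adcyap1 and Crh (0.50 on the log2 scale, adjusted p = 0.00479). Vgf, a secreted neuronal protein, was higher by 0.32 at RS3 (adjusted p = 0.00295). Hyou1 and Vgf at RS3 and Crh and Adcyap1 at RS6 did not pass with RMA, and the 4 neuropeptide genes that rose at RS2, Adcyap1, Scg2, Vgf and Vip, each lost their call without at least 1 of the RS2 mice. Of 34 activity-regulated genes, 7 rose at RS2 (11 rose and 1 fell when adjusted over the list alone), but the list's call was lost with an estimated correlation (adjusted p = 0.371). Genes of cholesterol biosynthesis lay below other genes at RS2 and RS3 with no single member past the threshold (3 and 1 of 18 lower when adjusted over the list alone), and with an estimated correlation the adjusted p was 0.0737 and 0.113. The 10 striatum markers had a median of -0.44 at RS2 and -0.40 at RS6, with adjusted p-values of 0.25 and 0.556 with an estimated correlation, and no member passed.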

The heatmap and subsequent clustering of gene expression across time-points revealed different patterns of gene expression relative to the amount of recovery sleep. We identified seven clusters of genes based on their expression pattern across recovery sleep (Additional file 6). These seven clusters can be grouped into three categories: genes that recover within 1–3 h (“fast responders”), genes that recover by 6 h of recovery sleep (“slow responders”), and genes unaffected by sleep deprivation, but upregulated by the 6^th^ hour of recovery. 

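The mean log2 fold changes of the published clusters, recomputed here, ran as follows in SD, RS2, RS3 and RS6. The light green cluster (340 probesets, with Hspa5, a chaperone, and Npas2, a clock transcription factor) had means of 0.26, 0.17, 0.11 and 0.03. The orange cluster (35 probesets, with Homer1, Bdnf, Egr3 and Fosb) had 0.56, 0.48, 0.33 and 0.19. The blue cluster (38 probesets, with Egr1, Egr2 and Dusp6) had 0.58, 0.04, -0.02 and -0.05. The red cluster (14 probesets, with Arc, Per1, Per2, Nr4a1 and Dusp5) had 0.62, -0.29, -0.18 and -0.12, so that these genes lay on average below their controls during recovery. The mint cluster (310 probesets, with Opalin, Usp2 and Nlgn1) had -0.26, -0.12, -0.08 and -0.00, and the lilac cluster (16 probesets, with Ano2, Dbp and Cirbp) -0.36, -0.47, -0.31 and -0.14. The pink cluster (45 probesets, with Neat1) had 0.01, 0.10, 0.09 and 0.26. The standard deviation over the probesets of a cluster was between 0.11 and 0.31 in SD. The number past an FDR under 0.01 in SD was 253 of 340 in light green, 32 of 35 in orange, 38 of 38 in blue, 13 of 14 in red, 256 of 310 in mint and 9 of 16 in lilac. The study chose these clusters on the same mice, so the counts are not independent evidence of their direction.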

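Each recovery effect was tested against the sleep deprivation effect, and genes whose difference ran against their SD change are said to have moved back. RS3 and RS6 mice had 5 h of sleep deprivation and SD mice 6 h, so at these times a smaller initial effect would look the same. At RS3, Dusp5, a phosphatase that inactivates ERK, had moved by -1.14 on the log2 scale relative to its sleep deprivation effect (adjusted p = 2.62e-06 from limma), and Serinc2 by -1.06 (adjusted p = 3.78e-05). Both had moved back at RS2 already, by -1.18 and -0.89 (adjusted p = 7.20e-06 and 0.00490 from limma). RS2 mice had 6 h of sleep deprivation, as SD mice did. At RS6, Cdkn1a had moved by -0.77 (adjusted p = 6.01e-05) and Opalin, which had fallen in SD, by 0.48 (adjusted p = 0.00105). Of the 357 probesets that rose in SD, 9 had moved back at RS2, 37 at RS3 and 123 at RS6 (74, 148 and 239 when adjusted over these probesets alone). Of the 277 that fell, 5, 19 and 101 had (25, 101 and 223 when adjusted over these alone). These probesets were chosen for their SD effect, which is part of the contrast, so selection alone favours moves back. Still past the threshold in the direction of sleep deprivation were 55, 21 and 8 of the probesets that rose, and 15, 8 and 0 of those that fell. The number at RS2 rests on 4 mice, and over all probesets 27 were higher at RS2 without replicate 1 and 18 without replicate 2. Egr3 and Cbln4 were among those still higher at RS3, with log2 fold changes of 0.82 and 0.73 in SD and 0.70 and 0.39 at RS3, where Cbln4 did not pass with RMA (adjusted p = 0.0353). Over all probesets, the recovery effect differed from the sleep deprivation effect for 17 at RS2, 68 at RS3 and 338 at RS6. The contrast for RS2 was added to those of RS3 and RS6 after the data were seen, and at RS6 212 probesets passed with 3 RUV factors.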

Examples of genes belonging to each category can be found in Fig. 4 and Additional file 6.

**Fig. 4:**
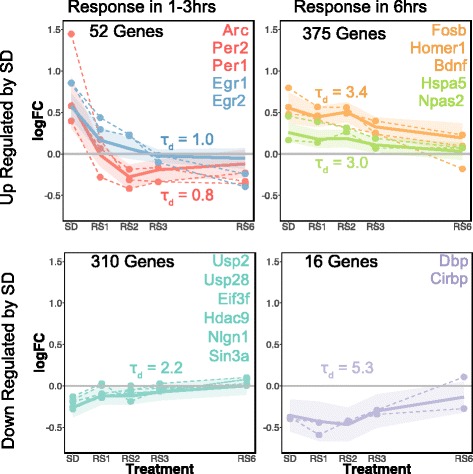
Patterns of gene expression regulation during recovery sleep. Plots of log-fold change (logFC) of differential expression relative to controls versus time since sleep deprivation. Color coding corresponds to clusters on Fig. 3b. Plots for genes representative of different expression patterns are shown as dashed lines. The ordering of the gene names within genes of the same cluster (*same color*) reflects the ordering of the plots. The average and standard deviation for each cluster is shown as solid lines and shaded area. Patterns of expression are divided in two classes: ‘fast’ responders (genes that reach basal values within to 1–3 h of RS) and ‘slow’ responders (genes that reach basal values >3 h). Time constants for the change during recovery sleep for average of each cluster are shown

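Up to 3 h of recovery sleep, the slopes of genes raised and of genes lowered by sleep deprivation could not be told apart, while medians and counts left less of the change in genes lowered, a difference that was not tested. The share of the sleep deprivation effect left, the slope of the recovery fold changes on those of SD, was 37.3% for the 357 probesets that rose, such as Arc and Bdnf, and 37.4% for the 277 that fell, such as Opalin and Usp2, at RS2 (95% intervals from resampled arrays 24.5% to 49.7% and 25.3% to 46.7%). At RS3 it was 20.9% (10.7% to 30.1%) and 24.5% (15.4% to 31.9%). At RS6 it was 5.49% (-1.81% to 12.8%) and -4.65% (-11.9% to 3.23%). The difference between the probesets that rose and those that fell had intervals of -12.9 to 14.3 percentage points at RS2 and -15.6 to 9.71 at RS3, and at RS6 it was 10.1 (2.27 to 18.2). The resampling held the RUV factors and the choice of probesets fixed, so all these intervals are likely too narrow. RS3 and RS6 mice were deprived of sleep for 5 h and SD mice for 6 h, so their shares carry that difference too. Counting probesets with less than 50% of their change left gave 47.6% of those that rose and 61.0% of those that fell at RS2, 71.1% and 80.5% at RS3, and 86.0% and 93.9% at RS6. The ratio of medians left 45.5% for those that rose and 37.4% for those that fell at RS2, and 27.5% and 22.2% at RS3. Cirbp, a cold-inducible RNA-binding protein, had log2 fold changes of -0.37 in SD, -0.39 at RS2, -0.30 at RS3 and 0.10 at RS6 (adjusted p = 0.00987, 0.0515, 0.0937 and 0.667 from limma; 0.0108 in SD with 3 RUV factors), and was the 1 measured gene of the list of cold-inducible RNA-binding proteins. Where the probesets were chosen on the odd-numbered replicates and measured on the even-numbered ones, the shares for those that rose and fell were 44.9% and 49.1% at RS2. They were 24.9% and 26.9% at RS3, and at RS6 13.1% and -12.5%. With RMA values and the probesets called there they were 13.6% and 12.2%, and without the 5 arrays that stand apart, chosen after seeing the data, the share at RS6 was 0.295% for the probesets that fell.

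**Figure D2:**
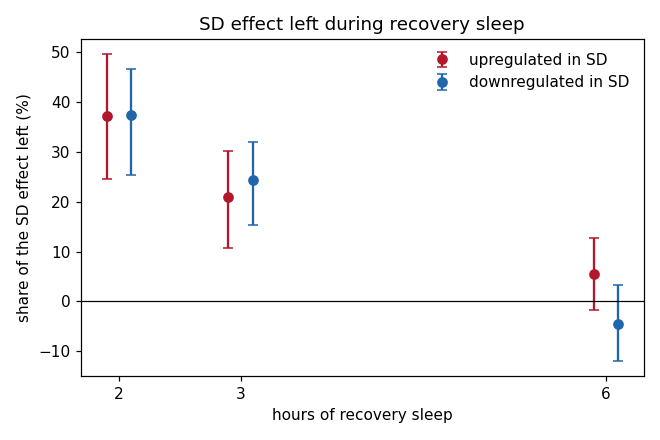
Share of the sleep deprivation effect left (vertical axis, percent) after 2, 3 and 6 h of recovery sleep (horizontal axis), for probesets that rose (red) and fell (blue) in SD, with 95% intervals from resampled arrays. The intervals of both sets overlap at 2, 3 and 6 h.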

The majority of genes upregulated by sleep deprivation were slow responders, while the majority of genes downregulated by sleep deprivation were fast responders (the exception is a small cluster of 16 genes that includes *Cirbp* and *Dbp*), supporting the pattern observed in Fig. 3a. 

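Arc and Homer1, a scaffold protein of excitatory synapses, both rose with sleep deprivation and differed in how much of the rise was left during recovery. Homer1 (probeset 17289137) was at 10.05 ± 0.17 (SD, n = 7) in SD and 9.58 ± 0.12 (SD, n = 7) in CC6, a 1.48-fold difference (adjusted p = 1.70e-07 from limma), and had log2 fold changes of 0.32 at RS2 and 0.25 at RS3, neither past the threshold (adjusted p = 0.0242 and 0.0436). Arc had log2 fold changes of -0.32 at RS2, -0.30 at RS3 and -0.34 at RS6 (adjusted p = 0.767, 0.688 and 0.583). Relative to SD, Arc had moved by -1.77 (SE 0.35) at RS3, past the threshold (adjusted p = 0.00514), and Homer1 by -0.31 (SE 0.09), which did not pass (adjusted p = 0.145). At RS6 Homer1 had moved by -0.75 (adjusted p = 1.46e-06).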

Interestingly, a more fine-grained analysis of these results showed that transcripts known to be upregulated by sleep deprivation (such as *Arc* and *Homer1*) [2, 3] include both ‘slow’ and ‘fast’ responders. 

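Per2 and Egr1 had moved back from their sleep deprivation effect by 3 h of recovery sleep, while the moves of Fosb and Hspa5 passed only after 6 h. Per2 was at 8.15 ± 0.15 (SD, n = 7) in SD and 7.50 ± 0.10 (SD, n = 7) in CC6 (1.5-fold, adjusted p = 3.32e-09 from limma). Relative to SD it had moved by -0.78 on the log2 scale at RS2 and by -0.74 at RS3 (adjusted p = 5.31e-07 and 1.13e-07). At RS6 it was lower than in CC11, at 7.78 ± 0.14 against 8.07 ± 0.08 (SD, n = 7 and 7; adjusted p = 0.00202, and 0.127 with RMA). Per1, the other period gene, rose by 0.40 in SD (adjusted p = 0.000352) and had a log2 fold change of -0.46 at RS2 (adjusted p = 0.00129, but 0.0192 without RS2 replicate 1, 0.0111 without replicate 3 and 0.278 with RMA). Egr1 was at 10.02 ± 0.27 against 8.95 ± 0.47 (SD, n = 7 and 7; adjusted p = 1.86e-05) in SD and had moved by -0.95 at RS3 (adjusted p = 0.00372), while the move of Egr2 passed only at RS6 of these 2 times (-0.86 with adjusted p = 0.0792 at RS3, -1.09 with adjusted p = 0.00406 at RS6). Fosb, another AP-1 subunit, rose by 0.80 in SD and had moved by -0.55 at RS3 (adjusted p = 0.0725) and by -0.69 at RS6 (adjusted p = 0.00336). Hspa5, the chaperone BiP, was at 9.82 ± 0.19 against 9.42 ± 0.09 (SD, n = 7 and 7) in SD and had moved by -0.27 (adjusted p = 0.134) at RS3 and by -0.39 (adjusted p = 0.00288) at RS6.

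**Figure D3:**
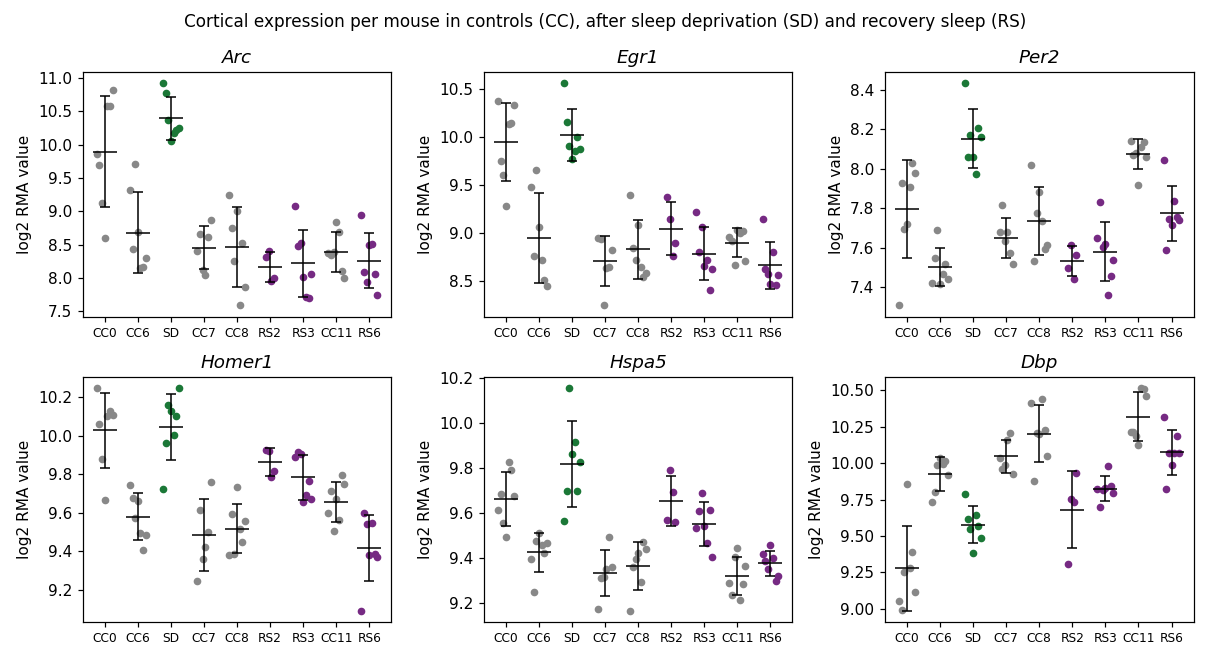
Log2 RMA values (vertical axes) of Arc, Egr1, Per2, Homer1, Hspa5 and Dbp in each mouse, by group (horizontal axes), with bars for the mean ± SD, controls in grey, SD in green and recovery sleep in purple. All 7 SD values of Arc, Per2 and Hspa5 lie above those of CC6.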

Transcripts that recover by 1–3 h included *Arc*, *Per1*, *Per2*, *Egr1*, and *Egr2*, while transcripts that recovered by 6 h included *Homer1*, *BDNF*, *Fosb*, *Hspa5*, and *Npas2* (Fig. 4). Many of these transcripts also followed a normal circadian expression pattern, which are shown independently (Additional file 5). 

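Arc, Per1, Per2, Egr1, Egr2, Homer1, Bdnf, Fosb, Hspa5 and Npas2, 10 genes in all, each differed between at least 1 pair of the undisturbed groups CC0, CC6 and CC11. Arc, Egr1 and Homer1 were lower in CC11 than in CC0, with log2 fold changes of -1.32, -0.85 and -0.36 (adjusted p = 0.000902, 4.55e-05 and 0.000671 from limma), and so were Bdnf (-0.37, adjusted p = 0.000210), Fosb (-0.49, adjusted p = 0.00392), Hspa5 (-0.37, adjusted p = 5.25e-05) and Npas2 (-0.17, adjusted p = 0.00840). Egr2 was lower in CC6 than in CC0, and between CC11 and CC0 its log2 fold change of -0.72 did not pass (adjusted p = 0.0111). Per2 was higher in CC11 than in CC0 by 0.27 (adjusted p = 0.00343), and Per1 was higher in CC11 than in CC6 by 0.39 (adjusted p = 0.00217). Fosb, Npas2 and Per2 between CC11 and CC0 and Per1 between CC11 and CC6 did not pass with RMA.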

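Several genes passed as higher than in controls after 6 h of recovery sleep and did not pass after sleep deprivation, though for most of those named here the difference between these effects did not pass. Kcns2, a subunit that modulates potassium channels, was higher by 0.41 on the log2 scale at RS6 (SE 0.07, adjusted p = 0.00346 from limma) and by 0.01 in SD (adjusted p = 0.986). Lhfp was higher by 0.38 (adjusted p = 0.000128), Gcnt4, a glycosyltransferase, by 0.34 (adjusted p = 0.00385) and Nwd2 by 0.34 (adjusted p = 0.00538) at RS6. The RS6 effect minus the SD effect passed for Nwd2 (0.46, adjusted p = 0.00153) and did not for Kcns2 (0.40, adjusted p = 0.0213), Lhfp (0.30, adjusted p = 0.0200) and Gcnt4 (0.18, adjusted p = 0.329). Of the 45 probesets listed in the study's pink cluster, 27 passed an FDR under 0.01 at RS6 and 11 in SD, where the cluster's mean of 0.01 (SD 0.21 over its probesets) covers changes in both directions. Hunk, a kinase, had a log2 fold change of -0.41 in SD (adjusted p = 0.000464). With RMA none of these 5 genes passed, with 3 RUV factors Gcnt4 did not, and the other probeset of Nwd2 did not pass (adjusted p = 0.776). The study chose this list on these mice, so its count at RS6 is not independent evidence. Of 351 microRNA host probesets, a list fixed separately, 0 passed at RS6 in limma, and the list did not pass either (adjusted p = 0.126 from camera).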

The smaller set of 46 transcripts upregulated by the 6^th^ hour of recovery sleep (pink cluster, Fig. 3b, Additional file 6) included transcripts with less clearly defined functions, including micro RNA and non-coding RNA and transcripts involved in RNA-binding protein sequestration (Neat1) [11].

The identification of functional properties of differentially expressed genes associated with changes in sleep need is crucial for understanding mechanisms that regulate sleep and sleep function. In order to identify functional classes and pathways that respond to different amounts of recovery sleep, we performed functional annotation analysis of genes upregulated or downregulated by sleep deprivation within “fast” and “slow” responder groups. Figure 5 represents clusters of enriched functional terms among the different classes of genes (see Additional file 7 for details on clustered terms). 

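Cell adhesion genes moved in both directions with sleep deprivation. Of 52 measured neuroligins, neurexins, cadherins, protocadherins and contactins, 4 fell and 2 rose (7 and 3 when adjusted over the list alone). Those that fell were Pcdh20 with a log2 fold change of -0.36, Cdh9 with -0.30, Cdh8 with -0.20 and the postsynaptic adhesion protein Nlgn1, while the cadherins Cdh4 and Cdh22 rose by 0.29 and 0.27, with a log2 fold change of -0.00 in the other probeset of Cdh4. The list as a whole did not pass (adjusted p = 0.429 from camera), and its median and mean lay just above 0 while the test's direction was down. The exchange factor Rasgef1b had a log2 fold change of -0.40 (adjusted p = 6.46e-06 from limma), Rasgef1c of -0.34 and Arhgap29, a GTPase-activating protein, of -0.31, whereas Arhgap31 rose by 0.43 and Rgs17 by 0.29. Cdh9, Cdh4, Cdh22 and Rasgef1c did not pass with RMA, and Cdh4 did not with 3 RUV factors. With the replicate number as a term of the model Nlgn1 did not pass.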

Genes downregulated by sleep deprivation were mostly “fast” responders (*N* = 310) and were enriched in the following functional clusters: cell adhesion, protein catabolic process, Ras GTPase binding, GTP signaling and cell cycle. In addition the following terms were enriched, although they did not cluster with other similar terms: transcriptional corepression, alternative splicing, and neurogenesis (Additional file 7). 

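Splicing factors rose and fell with sleep deprivation. Of 55 measured, 5 rose and 2 fell (7 and 2 when adjusted over the list alone), and the list did not pass (adjusted p = 0.0805 from camera). Sf3b4, a subunit of the U2 small nuclear ribonucleoprotein, was higher by 0.62 on the log2 scale and Srrm3 by 0.26 (adjusted p = 0.000632 and 0.00311 from limma). Srsf2, Hnrnph1 and Hnrnpf also rose, by 0.15, 0.25 and 0.15, though Hnrnph1 had a log2 fold change of -0.20 with RMA, which did not pass, and Hnrnpf one of -0.07 in another probeset (adjusted p = 0.700). The calls of Srsf2 and Hnrnpf were lost with RMA too (adjusted p = 0.907 and 0.0872), and with 3 RUV factors those of Srsf2, Hnrnpf and Hnrnpr. The RNA-binding proteins Hnrnpdl and Hnrnpr had log2 fold changes of -0.24 and -0.20 (adjusted p = 1.33e-05 and 0.00209).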

For genes upregulated by sleep deprivation, “fast” responders (*N* = 52) were enriched in the following functional classes: MAPK signaling and regulation, GTPase signaling, and transcriptional regulation. 

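The MAPK pathway's own inhibitors rose with sleep deprivation. Dusp5 was higher by 0.89 on the log2 scale (SE 0.10, adjusted p = 5.61e-08 from limma), and the phosphatases Dusp6 and Dusp4 by 0.71 and 0.67 (adjusted p = 3.62e-06 and 1.40e-05). Spry4, an inhibitor of receptor tyrosine kinase signaling, rose by 0.50, and the Spred family members Spred3, Spred2 and Spred1 by 0.44, 0.35 and 0.22, the last of which did not pass with RMA (0.163) or with 3 RUV factors (0.0149). These are the 7 of 16 phosphatases and feedback inhibitors that rose, and none fell (9 when adjusted over the list alone). The list lay above other genes also with an estimated correlation (adjusted p = 0.000674 from camera). At RS2 none of the 16 passed, with log2 fold changes of -0.29 for Dusp5 and an adjusted p = 0.00556 for the list, which was lost with an estimated correlation (adjusted p = 0.226).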

The “slow” responders (*N* = 375) represented nine different enriched clusters, generally with lower enrichment scores than the upregulated fast responders despite the fact that there were substantially more genes in this group.

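Chaperones rose together with sleep deprivation. Of 24 genes of the endoplasmic reticulum chaperones and the unfolded protein response, 12 rose and none fell (14 when adjusted over the list alone), and the list lay above other genes also with an estimated correlation (adjusted p = 0.000284 from camera). Sdf2l1 had the largest rise, 0.62 on the log2 scale (adjusted p = 6.05e-07 from limma), followed by Hspa5 at 0.45 (adjusted p = 8.11e-07) and Creld2 at 0.38, and the transcription factor Xbp1, which drives the unfolded protein response, was higher by 0.33. Of 17 cytosolic heat shock proteins, 3 rose and none fell (5 when adjusted over the list alone; adjusted p = 0.00686 with an estimated correlation): Dnajb5 by 0.63, Chordc1 by 0.36 and Hsph1 by 0.21. The calls of Chordc1 and Hsph1 were lost with RMA (adjusted p = 0.251 and 0.169), and that of Hsph1 with 3 RUV factors (0.0452).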

**Fig. 5:**
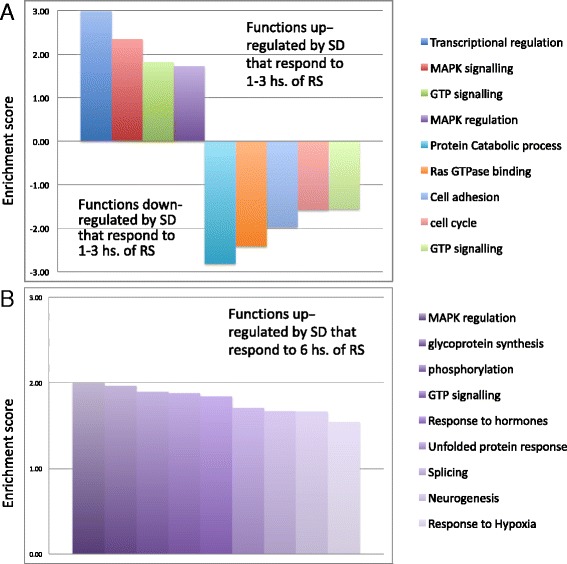
Enriched functional clusters regulated by recovery sleep. **a** Functional clusters regulated by 1–3 h of recovery sleep. **b** Functional clusters regulated by 6 h of recovery sleep. Functional annotation terms from the following databases: Gene Ontology (GO) biological process and molecular function, KEGG pathways and protein information resource keywords, were clustered based on similarity using the Database for Annotation Visualization and Integrated Discovery (see Methods). Clusters of functional terms enriched in down- or upregulated gene lists following SD as compared with the genome as a whole (*P* value <0.05) are represented as bars. Height of bars represents the enrichment score of each cluster, with the scores of downregulated clusters shown as negative numbers for visualization purposes. Enrichment score was calculated as − log(10) of the geometric mean *p*-value among all clustered terms. Only clusters with enrichment score >1.5 (average *p*-value of functional terms within the cluster <0.05) were considered. For details of the functional terms included in these clusters, as well as enriched functional terms that did not cluster with other terms, see Additional file 7

We also computed the decay time constant (τd) for the changes in slow and fast responding transcripts to see if they approximated the τd for the discharge of sleep need [10]. As shown in Fig. 4, these varied across functional classes. Interestingly, when we averaged τd across the different clusters of fast-responder genes the value was identical to that reported for the discharge of sleep need in this mouse strain (average τd fast responder genes: 1.3; τd for discharge of sleep need in c57/bl6: 1.3 [10]).

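Time constants were refitted to the recomputed cluster means at 0, 2, 3 and 6 h of recovery sleep, with the cluster mean of smallest size as the asymptote. The mint cluster, which holds Usp2, Eif3f and Nlgn1, gave 2.30 h (95% interval from resampled arrays 1.76 to 2.84) and the light green cluster, with Hspa5 and Npas2, 2.99 h (2.28 to 3.75). The orange cluster, with Homer1 and Bdnf, gave 3.50 h (2.53 to 4.50) and the lilac cluster, with Dbp and Cirbp, 8.00 h (4.92 to 16.8). The blue cluster, with Egr1 and Egr2, gave 0.814 h with an upper bound of 1.12 h, and 34% of its resamplings ended at the shortest constant searched, 0.05 h. For the red cluster, with Arc, Per1 and Per2, the fit ended at that bound and gives no value. Its means at RS2 and RS3 (-0.29 and -0.18) lie beyond the asymptote used here, its mean of -0.12 at RS6. The intervals of the blue and mint clusters do not overlap, but the resampling held the RUV factors fixed, so the intervals are likely too narrow. The recovery times also mix 6 h (RS2) and 5 h (RS3 and RS6) of sleep deprivation. With the lowest cluster mean as the asymptote, which is the Methods' wording and was tried after seeing the data, red gave 0.557 h and blue 1.00 h. Mint, which fell, kept its highest mean as the asymptote and 2.30 h. The mean over red, blue and mint was then 1.29 h, close to the paper's average for fast responders. An asymptote of 0 gave 6.53 h for orange and 13.1 h for lilac, and for lilac the cluster medians gave 12.5 h and RMA values 4.34 h.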

## Discussion

The molecular determinants of sleep homeostasis are not well known. Furthermore, transcriptional changes that track both the accumulation and discharge of sleep need have not been well characterized. Here, we present a fully integrated meta-analysis of the effects of sleep deprivation on mouse brain gene expression, by combining our data with three other previous studies [2, 3, 8]. We also provide additional evidence for genome-wide changes in cortical gene expression following various lengths of subsequent recovery sleep. We report that discovery of gene expression changes linked to either sleep deprivation or recovery sleep, and not batch effects, requires a non-traditional method of data normalization (RUV). Therefore, our study more accurately reflects true biological variance due to changes in sleep need, and vastly improves both single laboratory and meta-analysis studies of gene expression previously conducted in the absence of RUV [12].

Our results represent the first genome-wide examination of differentially expressed cortical genes that includes the response to sleep deprivation and subsequent changes across the recovery sleep period. The majority of genes fall into two general classes of transcriptional changes: transcripts that return to baseline values quickly (i.e., within the first 3 h: ‘fast responders’) and transcripts that return to baseline values slowly (by 6 h of recovery: ‘slow responders’). There was also a small subset of transcripts not affected by sleep deprivation, but upregulated in the 6^th^ hour of the recovery period. Genes that respond “fast” to recovery sleep may constitute the molecular signature underlying the discharge of sleep need based on electrophysiological studies. This is because these molecular changes parallel the discharge of sleep need as measured by changes in NREM EEG delta power. In mice, 6 h of sleep deprivation produces a large increase in delta power which then rapidly declines over the next 3 h of recovery sleep [13, 10]. This pattern is strikingly similar to the time course we find for the ‘fast’ responder genes.

The majority of fast-responders are transcripts initially *downregulated* by sleep deprivation and then upregulated with recovery sleep. Interestingly we find that these specific transcripts do not show time-of-day differences (Additional file 5) suggesting that the biological functions they serve are more closely tied to sleep homeostasis. These include genes involved in synthesis and degradation of proteins. 

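Of the 310 mint probesets, which include Opalin, Usp2, Hdac9, Nlgn1 and Eif3f, 30 (9.68%) differed between at least 1 pair of the undisturbed groups CC0, CC6 and CC11 at an FDR under 0.01. Usp2, a ubiquitin-specific protease under clock control, was among them and was higher by 0.25 on the log2 scale in CC6 than in CC0 and by 0.32 in CC11 than in CC0 (adjusted p = 0.000470 and 1.15e-06 from limma). Usp28, Eif3f and Hdac9 did not pass in any of these comparisons, with adjusted p-values of 0.309, 0.491 and 0.179 between CC6 and CC0 and of 0.864, 0.981 and 0.557 between CC11 and CC0, and Nlgn1 had 0.13 between CC11 and CC0 (adjusted p = 0.0408). Among all 32819 probesets, 378 (1.15%) passed. In the clusters of genes that rose, the number was 71 of 340 in light green, 17 of 35 in orange, 21 of 38 in blue and 7 of 14 in red, with Arc, Egr1 and Per2 among them. The clusters were chosen by the study on these mice, so these counts are not independent evidence. Because the transcripts that recover early change in parallel with delta power in NREM sleep, the paper proposes that they may underlie the discharge of sleep need, and from the time-of-day comparison it proposes that the functions of those that fall with sleep deprivation are tied more closely to sleep homeostasis.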

Examples include ubiquitin-specific-proteases (Usps) and elongation initiation factors (Eifs) (Fig. 4). These results are consistent with previous studies [3, 14–16], supporting the idea that one of the immediate effects of recovery sleep is to influence protein synthesis or turnover. 

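Ubiquitin-specific proteases and translation factors held few members that passed. Usp2 was at 9.46 ± 0.09 (SD, n = 7) in SD and 9.69 ± 0.04 (SD, n = 7) in CC6 (log2 fold change -0.28, SE 0.04, adjusted p = 9.01e-06 from limma), and Usp28, a protease of the DNA damage response, at 7.77 ± 0.41 against 8.23 ± 0.07 (SD, n = 7 and 7; adjusted p = 0.000469). Relative to SD both had moved back at RS6, Usp2 by 0.36 and Usp28 by 0.35 (adjusted p = 7.26e-05 and 0.000816). With RMA neither call in SD was kept (adjusted p = 0.0144 and 0.0213). Of 48 ubiquitin-specific proteases, these 2 fell and 1 rose, Usp19 by 0.27 (5 and 2 when adjusted over the list alone), and the list did not pass (adjusted p = 0.212 from camera). Of 63 initiation and elongation factors, Eif3f, a subunit of initiation factor 3, was the 1 that fell, with a log2 fold change of -0.19 (adjusted p = 0.00826), and none rose (1 and 0 when adjusted over the list alone; adjusted p = 0.0957 for the list). The call for Eif3f was lost with RMA (log2 fold change -0.04, adjusted p = 0.842) and with 3 RUV factors (adjusted p = 0.0255), and at RS6 it had moved by 0.22 relative to SD (adjusted p = 0.0441). Of 38 proteasome subunits none passed in SD, and the list had an adjusted p = 0.429.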

A second class of ‘fast’ responder genes downregulated by sleep deprivation is involved in transcriptional repression linked to histone modification. Histone acetylation and deacetylation modify the structure of chromosomes and influence access of transcription factors to DNA. We find that histone deacetylase 9 (Hdac9) and associated co-repressor Sin3A, together with the GO term “transcriptional co-repression” are downregulated by sleep deprivation (Fig. 4, Additional file 7), as previously shown in the hippocampus [8]. This suggests that part of the compensatory response is a reactivation of transcriptional repression. This may be part of the restorative function of sleep; that it re-establishes a basal level of transcription required for normal neural function. 

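Hdac9, a class IIa histone deacetylase, was at 8.30 ± 0.15 (SD, n = 7) in SD and 8.56 ± 0.09 (SD, n = 7) in CC6, a log2 fold change of -0.17 (SE 0.04, adjusted p = 0.00765 from limma), and relative to SD it had moved by 0.25 at RS6 (adjusted p = 0.00738). Sin3a, a scaffold of histone deacetylase complexes, was at 8.18 ± 0.17 against 8.37 ± 0.04 (SD, n = 7 and 7), with a log2 fold change of -0.13 that did not pass with 6 RUV factors (adjusted p = 0.0122) and passed with 9 (adjusted p = 0.00692). Of 27 histone deacetylases and corepressors, 2 fell and 2 rose (4 and 2 when adjusted over the list alone). Those that fell were Hdac9 and Tbl1xr1, a subunit of a corepressor complex (-0.21), and Sin3b was among those that rose, by 0.22. The list did not pass (adjusted p = 0.429 from camera). The call for Hdac9 was lost with 3 RUV factors (adjusted p = 0.0900), with 9 (0.0104) and with RMA (0.0178).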

While speculative, it is possible that the cognitive deficits associated with sleep deprivation result from an unchecked expression of certain transcripts; a situation reversed during recovery sleep.

Fast responder genes *upregulated* by SD include immediate early genes previously identified as ‘induced by sleep deprivation’ (e.g. Arc, Egr1, Egr2 and Nr4a1 [2, 3, 14, 15, 17] (Fig. 4 and Additional file 5). 

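Immediate early genes rose in sleep deprivation. Of 34 activity-regulated and immediate early genes, 22 rose and none fell (26 when adjusted over the list alone), and the list lay above other genes also with an estimated correlation (adjusted p = 0.00130 from camera). Arc led the list, and among the next were Nr4a1, at 0.90 (SE 0.19, adjusted p = 0.00175 from limma), Egr1 at 0.86, Egr2 at 0.85 (adjusted p = 0.00106) and Egr3 at 0.82, and the list also holds Klf10, a zinc-finger transcription factor, at 0.76, the kinase Sik1 at 0.75 and Ptgs2, the cyclooxygenase COX-2, at 0.70. The SD call of Nr4a1 was lost with the replicate number as a term of the model. At RS3 Nr4a1 had a log2 fold change of -0.30 relative to CC8 (adjusted p = 0.531) and had moved by -1.20 relative to SD (adjusted p = 0.0127), and at RS6 by -1.16 (adjusted p = 0.00484).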

The function of immediate early genes is primarily the regulation of transcription, a functional category that is also enriched in this group. 

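Of 19 measured genes of the clock and its output, 5 rose with sleep deprivation and 1 fell (6 and 1 when adjusted over the list alone). Per2, Bhlhe40 (0.51 on the log2 scale), Nfil3, a transcriptional repressor (0.41), Per1 and Npas2 rose, and Dbp was at 9.58 ± 0.13 (SD, n = 7) in SD and 9.93 ± 0.12 (SD, n = 7) in CC6 (log2 fold change -0.40, SE 0.08, adjusted p = 0.00200 from limma). The list as a whole had an adjusted p = 0.0321 from camera and did not pass. Arntl did not pass in SD (log2 fold change 0.16, adjusted p = 0.0432), and at RS2 it was higher by 0.25 (adjusted p = 0.00934), a call that was lost without RS2 replicate 1, 2 or 4 (adjusted p = 0.0813, 0.0958 and 0.0180). At RS2 Dbp had a log2 fold change of -0.48 (adjusted p = 0.00331), which was lost without RS2 replicate 1, 2 or 3 (adjusted p = 0.0784, 0.0108 and 0.0105). RMA kept neither the calls of Dbp in SD and at RS2 nor that of Arntl at RS2, which was lost with 3 and with 9 RUV factors too. In undisturbed mice Dbp was higher by 0.99 in CC11 than in CC0 and Arntl had a log2 fold change of -0.59 (adjusted p = 9.54e-12 and 7.94e-12). The clock list passed at RS2, RS3 and RS6 with a preset correlation and at none of them with an estimated one (adjusted p = 0.159, 0.143 and 0.151).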

We also find that several of the fast-responder genes are traditional ‘circadian’ genes (e.g. Arntl, Dbp, Per1, and Per2 [2]) and show time of day differences in their expression (Additional file 5). The precise role of these immediate early and clock genes in sleep homeostasis is unclear. Deletion of Arntl (BMAL1) in mice alters baseline sleep architecture, increases NREM EEG delta-power baseline conditions, and attenuates the homeostatic response to sleep deprivation [18]. In addition, Per1 and Per2 brain expression in various inbred mouse strains correlates with changes in NREM EEG delta-power [19–21], suggesting these genes are tied to the sleep homeostat. However, Per mutants have a normal response to sleep deprivation as measured by NREM delta power [22, 23], indicating they play no central role in sleep homeostasis. Similarly, the expression of the immediate early gene Homer1A also tracks sleep need [2], but Homer1A null mice have normal sleep homeostasis [24]. Therefore it is possible that the regulation of these particular clock and immediate early genes may not be as closely linked to sleep homeostasis, as appears to be the case for other clock genes [18, 20]. Instead, circadian rhythms or neural activity may play more influential roles in their expression. This interpretation is consistent with earlier studies. It has been shown that several immediate early genes, such as Per1 and Arc, are also upregulated following contextual fear conditioning or object location memory for example [15, 25, 26].

The slow responding transcripts represented the majority of all transcripts upregulated by sleep deprivation (Fig. 4). These included genes previously linked to sleep homeostasis including Homer1, Bdnf and Npas2 [27, 28, 19]. 

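Bdnf was at 6.59 ± 0.09 (SD, n = 7) in SD and 6.10 ± 0.11 (SD, n = 7) in CC6 (log2 fold change 0.48, SE 0.06, adjusted p = 1.36e-06 from limma), and each SD mouse lay above every CC6 mouse. At RS6 it was higher by 0.23, which did not pass (adjusted p = 0.0506), and the move relative to SD was -0.24 (SE 0.09, adjusted p = 0.135). Npas2 was at 9.68 ± 0.09 against 9.51 ± 0.06 (SD, n = 7 and 7), a log2 fold change of 0.17 (adjusted p = 0.00745). At RS2 it was higher by 0.23 (adjusted p = 0.00346, but 0.0223 without RS2 replicate 1, 0.0470 without replicate 2 and 0.182 with RMA), and at RS6 by 0.08, which did not pass (adjusted p = 0.379). Without RUV the adjusted p of Npas2 in SD was 0.0474.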

There appears to be functional overlap between these slow responding transcripts and fast responding transcripts downregulated by sleep. GO terms or functional clusters that overlap include: cell adhesion, neurogenesis, GTP signalling and splicing (Fig. 5, Additional file 7). 

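Nlgn1, which encodes neuroligin 1, a postsynaptic adhesion protein that binds neurexins, was at 9.47 ± 0.20 (SD, n = 7) after sleep deprivation and 9.75 ± 0.05 (SD, n = 7) in CC6. The log2 fold change was -0.17 (SE 0.04, adjusted p = 0.00133 from limma), a call that was lost with the replicate number as a term of the model. The log2 fold change was -0.01 at RS2, -0.03 at RS3 and -0.00 at RS6 (adjusted p = 0.980, 0.847 and 0.997). Relative to SD, Nlgn1 had moved by 0.17 at RS6, which did not pass (SE 0.05, adjusted p = 0.0366).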

Adhesion molecules (such as Neuroligin 1; Fig. 4, Additional file 3) are particularly interesting because they may link early responses to SD (e.g.. clock gene expression) with slower responses. This is because sleep deprivation induced changes in Neuroligin1 are dependent on clock transcription factors [29]. A much smaller subset (16 genes) was downregulated by sleep deprivation. 

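In the lilac cluster of 16 probesets, Ano2 had log2 fold changes of -0.73 in SD (SE 0.16), -0.94 at RS2, -0.27 at RS3 and -0.58 at RS6 (adjusted p = 0.00225, 0.00228, 0.495 and 0.0441 from limma), and Sgcz had -0.32 in SD, -0.55 at RS2, -0.43 at RS3 and -0.18 at RS6 (adjusted p = 0.00214, 8.70e-06, 8.03e-05 and 0.163 from limma). Ano2 in SD and at RS2 and Sgcz at RS2 and RS3 did not pass with RMA, and the calls of Ano2 were lost with 3 RUV factors and at RS2 without replicate 2 or 4. The SD call of Ano2 was also lost with the replicate number as a term of the model. Of the 16 probesets, 9 passed an FDR under 0.01 in SD, 8 at RS2, 4 at RS3 and 0 at RS6. The study chose them on these mice, so these counts are not independent evidence.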

The functions of these genes are not well understood.

Lastly, we identified a small number of genes that were unaffected by sleep deprivation but were upregulated in the 6th hour of recovery sleep (pink cluster, Fig. 3b). The function of many of these genes is also obscure. One example is the long non-coding RNA Neat1. 

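Neat1 (probeset 17550426) was at 8.10 ± 0.36 (SD, n = 7) at RS6 and 7.96 ± 0.15 (SD, n = 7) in CC11, a 1.32-fold difference after RUV (log2 fold change 0.40, SE 0.07, adjusted p = 0.00202 from limma). Its other probesets gave 0.44 (adjusted p = 0.00138) and 0.57 (adjusted p = 0.0196). In SD the log2 fold change was 0.08 (adjusted p = 0.673). In undisturbed mice Neat1 was lower in CC11 than in CC6, with a log2 fold change of -0.35 (adjusted p = 0.00418). Of 6 measured paraspeckle components, Neat1 was the 1 that rose at RS6 (1 rose and 2 fell when adjusted over the list alone), the list did not pass (adjusted p = 0.920 from camera), and in SD the splicing factor Sfpq rose by 0.24. With RMA the log2 fold change of Neat1 at RS6 was 0.14 and did not pass (adjusted p = 0.868), and neither did Neat1 between CC11 and CC6 (0.891) and Sfpq in SD (0.675). With 3 RUV factors Neat1 did not pass at RS6 (adjusted p = 0.0151) or between CC11 and CC6 (0.0311).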

Neat1 is retained in the nucleus where it forms the core structural component of the paraspeckle sub-organelle located within the eukaryotic nucleus [11]. Neat1 has been shown to regulate transcription via protein sequestration within paraspeckles [30]. Paraspeckles are believed to function as a reservoir of mRNA that are released into the cytoplasm under certain conditions (e.g. cellular stress) and/or provide a means of RNA sequestration. The reason for this delayed expression of transcripts is unclear. In mice, 6 h SD not only increases NREM delta power in the first three hours of recovery sleep, but also leads to a delayed ‘rebound’ in REM sleep time that can occur at or after 6 h [1]. Therefore, it is possible that the expression of this small subset of transcripts is driven by REM sleep [1, 30, 31].

While our study represents a significant improvement over previous studies that set out to identify transcripts associated with sleep homeostasis, there are some limitations. For example, our current methods do not allow for the identification of spatial resolution of specific cortical layers, or regional differences between frontal and parietal cortices. Further, the cell-type specificity for the changes in expression identified in our study is not characterized. In addition, it is difficult to differentiate which gene expression changes are responding to sleep pressure from those that are responding to stress hormones [32]. 

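Genes known to respond to glucocorticoids rose with sleep deprivation. Of 18 measured, 7 rose and none fell (12 when adjusted over the list alone), and the list lay above other genes also with an estimated correlation (adjusted p = 0.000251 from camera). Tsc22d3, which encodes the glucocorticoid-induced leucine zipper, was higher by 0.53 on the log2 scale (adjusted p = 9.10e-08 from limma), the sulfotransferase Sult1a1 by 0.39, Sgk1 by 0.37 (adjusted p = 0.00653), the transcription factor Zbtb16 by 0.36 and the metallothionein Mt2 by 0.32. Cdkn1a and Per1 are the other members that rose. The call for Sult1a1 was lost with RMA (adjusted p = 0.0572), with 3 RUV factors (0.112) and with 9 (0.0102), that for Mt2 with RMA (0.0533) and with 3 RUV factors (0.0384), and that for Sgk1 with 3 RUV factors (0.0132). At RS3 Tsc22d3 had a log2 fold change of 0.13 and at RS6 of 0.00 (adjusted p = 0.356 and 0.983).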

Future studies using improved techniques, such as the use of TRAP technology [33, 34] will be necessary to identify cell-type specific changes in transcripts associated with sleep homeostasis.

## Conclusions

This is the first study where RUV normalization has been used to compare multiple genome-wide data sets following sleep deprivation. We also used this approach to examine transcriptional changes during the recovery sleep period. We show that RUV vastly improves the meta-analysis of data generated in different laboratories and reveal novel changes in transcription during recovery sleep. We find that sleep produces two waves of transcription during recovery sleep. Some changes occur rapidly, others more slowly across six hours of sleep. The fast responding transcripts may represent the molecular components of sleep homeostasis as they change with a time constant that is remarkably similar to the time constant for the discharge of sleep need. Further characterization of these genes may reveal sleep function and the biological basis for sleep need.

## Methods

### Subjects

C57BL/6 J adult male mice (2 months of age) were obtained from Jackson laboratories and housed individually for a week in an experimental room on a 12 h./12 h. light/dark schedule with lights on at 7:30 am (Zeitgeber time (ZT) 0). Food and water were available ad libitum throughout the experiment. All experiments were approved by the Institution of Animal Care and Use Committee of the University of Pennsylvania and were carried out in accordance with all National Institutes of Health guidelines.

To examine gene expression in the mouse brain cortex after 5–6 h of sleep deprivation and subsequent recovery sleep we generated a dataset of 96 microarrays (see below). Groups of mice were either sleep deprived or sleep deprived and allowed recovery sleep for 1, 2, 3, or 6 h. Matching control (CC) animals were left undisturbed but sacrificed at the same time of day. Sleep deprivation was achieved by brushing the mice with a soft brush to keep them active. We did not surgically implant EEG electrodes to quantitatively measure sleep. This was done, as true for earlier studies [2, 3], to prevent changes in gene expression that might occur as a result of the surgery. However, analyses of animals implanted with EEG electrodes undergoing the same procedures shows that sleep deprivation procedures similar to ours is effective at maintaining wakefulness in a variety of mouse strains (including c57/bl6) [10, 35]. In addition, when given an opportunity to sleep, mice spend most of the subsequent 6 h period in sleep [10]. The experimental protocol was repeated daily, to obtain one animal per time point per experimental day, to gather 6–7 mice per experimental group. We also performed a meta-analysis using data from three previously published studies that tested the effect of 6 h of sleep deprivation in the mouse cortex, hippocampus and whole brain [2, 3, 8].

### Microarrays

Cortical dissections were performed by a single experimenter, and tissue was rapidly dissected and immersed in chilled RNAlater (Qiagen), kept overnight at 4 °C, then frozen at −80 °C. RNA extraction was performed using the miRNeasy kit (Qiagen). Biotinylated sense-strand cDNA were prepared from 300 ng total RNA at the UPENN molecular profiling core using the Affymetrix WT Plus Kit. Single stranded cDNA was hybridized to a Mouse Gene 2.1 ST 96-Array Plate using GeneTitan Hybridization, Wash and Stain Kit for WT Array Plates. The array plate was washed and stained in the GeneTitan multi-channel instrument. Gene 1.1 ST Array Plates were scanned using the GeneTitan® Multi-channel Instrument.

### Cross-study data integration

Data from GSE9444 [2], GSE6514 [3] and GSE50423 [8] were obtained using the R/Bioconductor package GEOquery (v. 2.36.0). Data generated in this study are publicly available through GEO (GSE78215). To allow for cross-platform comparison, Affymetrix probeset IDs were mapped to ENSEMBL gene Ids using the R/Bioconductor package biomaRt (v. 2.26.1). Probesets or ENSEMBL genes that showed multiple mappings were excluded from the cross-platform analysis only. Probesets that showed a log expression value > 4 in >50 % of the samples were included.

### Normalization and statistical analysis

We have previously shown that Removal of Unwanted Variation (RUV) [5] is a normalization method that is able to properly correct for batch effects in experimental neuroscience data obtained through RNA sequencing [4]. Any difference between biological replicates can be attributed to unwanted effects. The RUV method exploits the fact that genes that should not be changing in a biological system (negative controls) or differences between replicates, carry in their observed levels patterns of unwanted variation that can be used to adjust for unwanted effects. In this study, we used log-transformed RMA normalized data as input to RUVSeq, a Bioconductor package originally designed to perform RUV analysis on RNA sequencing data [5]. The advantage of doing so is the ease of integration with future or currently available RNA-seq studies, since RNA-seq is now the standard for the quantification of genome-wide gene expression. We compared the results of differential expression analysis of data normalized using RUV based on replicate samples with data normalized using RMA with Quantile normalization [9], the most commonly used method for microarray data. RUV using negative control samples was used to remove k factors of unwanted variation before statistical testing was performed. The choice of a proper k was determined as previously described [4], resulting in k = 5 for the meta-analysis of sleep deprivation (Fig. 1) and k = 6 for the recovery sleep analysis (Fig. 2). Differential expression analysis was performed using R/Bioconductor package limma (v. 3.26.8) comparing the sleep deprivation and recovery sleep samples to time matched circadian controls (SD vs. CC6, RS1 vs. CC7, RS2vs CC8, RS3 vs. CC8, RS6 vs. CC11). Comparisons between controls CC0, CC6 and CC1 were used to determine circadian changes in expression. Multiple testing corrections were performed using the method of Benjamini and Hochberg [36]. A cutoff of false discovery rate (FDR) <0.01 was used to assess significance. To evaluate performance, we assembled sets of independently validated positive control genes that are known to respond to 6 h of sleep deprivation or 2 h of recovery sleep (see Additional file 1 for details). RUV normalization was performed using the R/Bioconductor package RUVSeq (v. 1.0.0). Differential expression analysis was performed using R/Bioconductor package limma (v. 3.26.8).

Estimation of time constants of gene expression changes in response to recovery sleep. Non-linear regression analysis was used to quantify relationships between duration of recovery sleep and gene expression for each cluster. Non-linear least squares implemented in the R package stats (v. 3.3.0) was utilized to estimate parameters by assuming that gene expression varies according to an exponential function following sleep deprivation [10]:

$$ {\mathrm{logFC}}_{\mathrm{t}} = \mathrm{L}\mathrm{A} + \left({\mathrm{logFC}}_0\hbox{--}\ \mathrm{L}\mathrm{A}\right)\cdot {\mathrm{e}}^{\left(\hbox{-} \mathrm{t}/\uptau \mathrm{d}\right)}. $$

logFC_0_ and logFC_t_ are the mean logFC at the end of the sleep deprivation period and at time t respectively. τd is the time constant of the decreasing exponential function that approaches a lower asymptote, LA, approximated as the minimum mean logFC for each cluster. Starting τd values were estimated by visual examination of plots and optimized over subsequent iterations.

### Graphical displays

PCA plots were performed using the R/Bioconductor package EDASeq (v. 2.0.0). The heatmap was prepared using the R package gplots (v. 2.17.0) with modifications to the row dendrogram using the R package dendextend (v. 1.1.8). All other figures were generated using R base graphics and Microsoft Excel.

### Functional enrichment analysis

Affymetrix probeset ID’s were mapped to MGI symbol and ensemble gene ID’s for downstream analysis using the R/Bioconductor package mogene21sttranscriptcluster.db (v. 8.4.0). Functional annotation was based on ENSEMBL Gene IDs and performed using the database for annotation, visualization and integrated discovery v 6.7 (DAVID, https://david.ncifcrf.gov). The following functional categories were used: GO Biological Process and Molecular Function, KEGG pathways and Protein Information Resource keywords. Enrichment cutoff relative to background = EASE score <0.05. All genes present in the array were used as background for enrichment. Clustering was used to reduce complexity. Clustering parameters: similarity threshold 0.2, group membership 2.

## Additional files

Additional file 1: Positive control genes.
Additional file 2: The impact of data integration on the detection of differential expression following sleep deprivation (SD). Differentially expressed genes detected, integrating all studies (Fig. 1).
Additional file 3: Impact of RUV on differential expression. A) Top left. Distribution of unadjusted limma *p*-values for tests of differential expression between SD and CC samples following RMA and RUV normalization. RUV increases discovery of differentially expressed genes (genes that have a low *p*-value). Bottom. Volcano plot of differential expression (−log10 *p*-value vs log fold change) of Quantile and RUV normalized samples. Genes with and FDR <0.01 are highlighted in blue. Positive controls are circled in red. B) Top right. Distribution of unadjusted limma *p*-values for tests of differential expression between RS2 and CC samples following RMA and RUV normalization. RUV increases discovery of differentially expressed genes (genes that have a low *p*-value). Bottom. Volcano plot of differential expression (−log10 *p*-value vs log fold change) of Quantile and RUV normalized samples. Genes with and FDR <0.01 are highlighted in blue. Positive controls are circled in red. C) Bottom left. Distribution of unadjusted limma *p*-values for tests of differential expression between RS3 and CC samples following RMA and RUV normalization. RUV increases discovery of differentially expressed genes (genes that have a low *p*-value). Bottom. Volcano plot of differential expression (−log10 *p*-value vs log fold change) of Quantile and RUV normalized samples. Genes with and FDR <0.01 are highlighted in blue. Positive controls are circled in red. D) Bottom right. Distribution of unadjusted limma *p*-values for tests of differential expression between RS6 and CC samples following RMA and RUV normalization. RUV increases discovery of differentially expressed genes (genes that have a low *p*-value). Bottom. Volcano plot of differential expression (−log10 *p*-value vs log fold change) of Quantile and RUV normalized samples. Genes with and FDR <0.01 are highlighted in blue. Positive controls are circled in red.
Additional file 4: Differential expression after sleep deprivation and all time point of recovery sleep following RUV normalization.
Additional file 5: Differential expression due to circadian time following RUV normalization.
Additional file 6: Clusters of differentially expressed genes as defined on the heatmap in Fig. 3b.
Additional file 7: Details of functional annotation enrichment and clustering analysis.

How the deposited data were processed for this re-analysis (not part of the article)

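Gene expression was measured in the cortex of the left hemisphere of male mice on Affymetrix Mouse Gene 2.1 ST arrays, with 1 array per mouse. The file holds 60 arrays, of which 59 were assigned to 9 groups from their labels: CC0, CC6, CC8, CC11, SD, RS3 and RS6 with 7 mice each, CC7 with 6 and RS2 with 4. The labels of the remaining array name different recovery times in different places, so it was left out, and mice with 1 h of recovery sleep were not analysed here. The values are log2 intensities per probeset, which the authors obtained by RMA, and whether the values of the file had also passed through RUV is not stated. In the arrays used, the group medians of the share of probesets over a log2 value of 4 lay between 79.0% and 79.9%, and the number of mice sets the precision, with a median standard error between 0.0848 (RS3) and 0.0991 (RS2) on the log2 scale after RUV.

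Probesets with a log2 value over 4 in more than 50% of the arrays were kept. RUV was carried out as RUVs, written out in R 4.3.3 from the published method, with all kept probesets as controls, the 9 groups as replicate sets and 6 factors. limma 3.58.1 was then fitted once over the 59 arrays with the 9 groups and the 6 factors as terms, and for RMA with the 9 groups alone. The comparisons were SD with CC6, RS2 and RS3 with CC8, RS6 with CC11, and CC0, CC6 and CC11 with each other, as well as each recovery effect minus the sleep deprivation effect. P-values were adjusted by the method of Benjamini and Hochberg over the kept probesets, and the threshold was an FDR under 0.01. Replicate numbers were not taken to pair mice of different groups.

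Of the kept probesets, 19494 had 1 gene symbol in the platform annotation, 1439 had several, 53 were named only by the study's tables and 13272 had no name, which gave 18435 genes. The genes named were chosen by a rule: in each comparison the 10 largest increases and the 10 largest decreases among probesets past the threshold with exactly 1 symbol, every gene named in the paper's text or Fig. 4, and every positive control of Additional file 1. Members of the gene lists past the threshold are named as well, apart from some results not reported here, and these, with a few further genes, were chosen after their values were seen. The fold changes in Additional files 4 and 6 had been seen when the rule was written. Gene lists were tested with camera at a preset correlation of 0.01 between genes and again with an estimated correlation, for lists with at least 2 measured members. The lists were fixed before the deposited values were examined, but those taken from the paper or written after reading its tables are not independent of these mice.

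Principal components were computed on the kept probesets, and the share of variance between groups on PC1 and PC2 was compared with 100 shuffles of the labels, for RUV with the factors estimated anew in each. The shuffles were drawn 2 times and the first draw is the one reported. In the second, 6 of 100 shuffles reached the share found with RMA, and none reached that found after RUV, where the highest was 45.4%. The share of the sleep deprivation effect left is the slope through the origin of the recovery fold changes on those of SD, with 95% intervals from 1000 resamplings of the arrays within groups. The RUV factors and the chosen probesets were held fixed in these resamplings. Time constants of an exponential decay were fitted to the cluster means of Additional file 6, between 0.05 and 200 h, with the cluster mean of smallest size as the asymptote, where the Methods take the minimum mean. The fits were tested on simulated data with known changes: of changes of 1 on the log2 scale, 97.0% were recovered in SD after RUV and 93.9% with RMA, and 90.9% and 84.8% in RS2. The simulated unwanted variation came from the 6 RUV factors of these arrays, which favours RUV over RMA.

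Other settings tried were no filter, a stricter filter at a log2 value of 6, a second quantile normalization, 3 or 9 RUV factors, testing the RUV-normalized values without the factors, no RUV, limma's array weights, limma's trend, the replicate number as a block, fits of the 2 compared groups alone, and leaving out each RS2 mouse. For gene lists these were the estimated correlation, no RUV and the block, for the shares left the published clusters, the ratio of medians and a choice of probesets on odd-numbered replicates, and for the time constants other asymptotes and the cluster medians. Leaving out 5 arrays, a striatum covariate and the lowest cluster mean as the asymptote were added after seeing the data.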

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

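The tests of sleep deprivation and of replicate number for the arrays that stand apart, of the labels given to RUV and of the striatum markers were chosen only after the result was seen, while the test of small RNAs and the splits of the arrays were set beforehand.

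In 12 of 27 groups and measures tested, 1 array lay farther from the rest of its group than Dixon's critical value allows, where chance gives about 1 in 20 for a single test. The measures share the same 9 groups, and replicate 1 of CC0 passed in each of them. The 12 are therefore not separate events to set against that rate. The mean correlation with the other arrays of the group was 0.924 for replicate 1 of CC0, 0.985 for replicate 2 of CC6, 0.976 for replicate 1 of CC8, 0.921 for replicate 1 of SD, 0.985 for replicate 2 of RS3 and 0.969 for replicate 1 of RS6. The share of probesets over a log2 value of 4 was 81.1% for replicate 1 of CC0 and 78.1% for replicate 1 of CC7. The PC1 score of the RMA values was -105.9 for replicate 1 of CC0, -30.0 for replicate 1 of CC8, -135.9 for replicate 1 of SD and -42.7 for replicate 1 of RS6.

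With replicate 2 of SD, 5 arrays had a PC1 score below -25. An effect of sleep deprivation does not account for all of them, since 2 of 34 arrays of undisturbed mice lay there. Whether it contributed cannot be told from these counts. Of the 7 SD arrays 2 lay there, including replicate 1 with the lowest score, and of the 18 recovery arrays 1 did. The 75 probesets named as small nucleolar RNAs do not alone set these arrays apart. Without them the 5 arrays were still the 5 lowest, and PC1 carried 26.7% of the variance. The 13272 kept probesets without a name stayed in, so small RNAs among those were not tested. Handling shared by arrays with replicate number 1 stays open as a candidate explanation, with 4 of these 9 arrays below -25 against 1 of the other 50 (Fisher's exact test, two-sided, p = 0.00128).

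After RUV the arrays grouped by treatment, and RUV had been given the group labels. That RUVs was given the group labels is argued against as the whole cause by the shuffles, of which 0 of 100 reached the share between the real groups. An effect of sleep deprivation, recovery sleep and time of day stays open as a hypothesis.

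The striatum markers differed between groups in their mean, from 7.95 in SD and 7.99 in RS2 to 8.73 in CC11 (log2 RMA values). The markers rose and fell together across arrays of the same group, with an estimated correlation of 0.845, which is consistent with differing amounts of striatum in the dissected tissue. Whether recovery sleep at RS2 changed them cannot be told apart from this, since 4 mice against 7 gave p = 0.0758 (exact permutation test of the mean of the markers, two-sided).

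Other splits of the same arrays into groups of the same sizes were drawn 100 times per comparison, the real one included, and only the real split reached its own count after RUV. Chance is excluded at this level for SD with 634 probesets (highest other split 87), RS2 with 98 (1), RS3 with 56 (1), RS6 with 49 (1), CC6 against CC0 with 52 (5), CC11 against CC0 with 320 (10) and CC11 against CC6 with 87 (16). With RMA it is excluded for SD with 423 (2) and for RS2 and RS3 with 5 each (0), where 1 of 100 splits, the real one, reached the count, and not for RS6, where the count was 0 and 100 of 100 splits reached it. The recovery contrasts gave 68 at RS3 (2) and 338 at RS6 (0). Their splits mixed the arrays of all groups in the contrast, so they cannot test whether a recovery effect equals that of SD.

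Genes whose recovery effect ran against their sleep deprivation effect, both past the threshold and with the difference tested, were Per1 at RS2 (difference -0.86), Kcnj2 at RS2 (0.91), Hunk at RS3 (0.80), Bhlhe40 at RS3 (-0.91), Per2 at RS6 (-0.91), Palmd at RS6 (-0.58) and Rasl11b at RS6 (0.68). Of these, the RS2 call of Kcnj2 was lost without RS2 replicate 1 (log2 fold change 0.53) or replicate 2 (0.51), and that of Per1 without replicate 1 (-0.41) or replicate 3 (-0.43).

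Gene lists outside those the paper discusses also moved as lists: genes of the endoplasmic reticulum chaperones had a median of 0.17 in SD and 0.14 at RS2, cytosolic heat shock proteins 0.11 in SD and 0.11 at RS2, and neuropeptides 0.10 at RS2.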

How the results depend on the processing

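The settings without the 5 arrays that stand apart on PC1 and with the striatum markers as a covariate, and the lowest cluster mean as the asymptote, were tests chosen only after the result was seen. The cause of the changes below was not tested, except that fits of 2 groups alone hold fewer arrays. Where the RUV-normalized values were tested without the factors, 1228 probesets passed in SD, 171 at RS2, 157 at RS3, 293 at RS6, 106 between CC6 and CC0, 748 between CC11 and CC0 and 339 between CC11 and CC6. With only the arrays of the 2 groups, 2 passed in SD after RUV and 37 with RMA, 2 at RS3 with RMA, and 0 at RS2 with either, at RS3 and RS6 after RUV and in the control comparisons. With array weights the counts were 39, 21 and 17 at RS2, RS3 and RS6 with RMA, and after RUV 20 at RS6, 34 between CC6 and CC0, 210 between CC11 and CC0 and 38 between CC11 and CC6. With limma's trend they were 1 at RS6 with RMA, 89 at RS3 and 144 between CC11 and CC6. With 3 RUV factors 48 passed at RS2, 15 at RS6 and 36 between CC11 and CC6, the recovery contrast at RS6 gave 212 and the share between groups was 49.3%, and with 9 factors 95 passed at RS3. Without a filter 2 passed at RS3 with RMA, and with the stricter filter 1 at RS6 with RMA, 117 at RS3 and 84 between CC6 and CC0. Replicate numbers as a block gave 1031 in SD (488 higher and 543 lower) and 1 at RS6 with RMA, and 592 in SD (295 higher and 297 lower), so that in SD neither the larger number of calls after RUV nor that of higher probesets was kept, 79 at RS6, 165 between CC11 and CC0 and 28 between CC11 and CC6 after RUV. Among named genes the SD calls of Eif3f (adjusted p = 0.0352), Hsph1 (0.0125), Sgk1 (0.0197), Nlgn1 (0.0137), Nr4a1 (0.0108), Ano2 (0.0116) and Mir212 (0.0203) did not pass with the block. The Methods state that the protocol was repeated daily with 1 animal per time point, and do not say that a replicate number stands for a day, so the block was not made the standard fit. For 27 of the 59 arrays, the deviations correlated best, on average, with those of their own number in other groups, more than an even spread over 7 numbers would give. The mean correlation was 0.0716 against -0.00873 for other numbers, and between 0.0347 and 0.191 within each number. Variation shared by replicate number is therefore not excluded. Without RUV 18, 127 and 6 passed between CC6 and CC0, CC11 and CC0, and CC11 and CC6, 1, 2 and 0 recovery sleep positive controls passed at RS2, RS3 and RS6, the shares left were 27.6%, 14.3% and 13.6% for probesets that rose and 25.0%, 16.8% and 12.2% for those that fell, and the time constants were 1.59 h for mint and 3.53 h for light green. Without 1 RS2 mouse the RS2 count ran from 25 (replicate 2) to 75 (replicate 4). With the striatum covariate 54 passed at RS2, 13 at RS6 and 23 between CC11 and CC6. Without the 5 arrays 23, 20 and 23 passed at RS2, RS3 and RS6 with RMA and 34 at RS3 after RUV, and the share left at RS6 for probesets that fell was 0.295%. In SD after RUV 627 passed without the 5 arrays, 508 of them shared with the 634, and 628 with the covariate, 557 of them shared. Choosing probesets on odd-numbered replicates gave shares of 44.9% and 49.1% at RS2 and 13.1% and -12.5% at RS6, the published clusters gave 45.1%, 30.1% and -0.136% for probesets that fell, and the ratio of medians gave 45.5% at RS2 and 27.5% at RS3 for those that rose. An asymptote of 0 gave 13.1 h for lilac, 3.64 h for light green and 6.53 h for orange, and cluster medians gave 12.5 h for lilac and 2.97 h for orange. With unit-variance scaling PC1 after RUV carried 7.15%. Of 282 calls of single genes, chosen by the rule or named in the text, 162 were lost without RUV, 73 with 3 RUV factors, 12 with 9, 52 with the replicate block and 10 with a second quantile normalization, and of the 35 at RS2 21, 25, 13 and 9 were lost without replicate 1, 2, 3 and 4. The sign turned in the other probeset of Mfsd4a at RS3 (0.0682), and in SD in the other probesets of Dio2 (-0.19), Hnrnpf (-0.0713) and Cdh4 (-0.000385), for Hnrnph1 without RUV (-0.20) and for the ribosomal proteins in SD without RUV (adjusted p = 0.412). A second quantile normalization kept all 11 counts within 1.5 times the reported ones, and of 49 calls among 210 list tests 29 were lost and 20 kept with an estimated correlation, and 4 were lost without RUV.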

Differences from the paper's values

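The lowest-mean asymptote, leaving out 5 arrays and the striatum covariate were tests chosen only after the result was seen. At RS2 the paper's count of differentially expressed probesets after RUV is 186, of which 135 are upregulated and 51 downregulated, and the count here is 98, with 76 higher and 22 lower. Of the alternatives set before the data were examined, array weights (132) and the RUV-normalized values without factors (171) come within 1.5 times of the paper's total and of both its directions, and 9 RUV factors come within 1.5 times for the upregulated probesets alone (90). No filter (75), the stricter filter (109), the replicate block (83), only the arrays of the 2 groups (0), a second quantile normalization (96), the trend (115), 3 RUV factors (48), 9 RUV factors (121) and leaving out RS2 replicate 1, 2, 3 or 4 (34, 25, 62 and 75) do not, and of those chosen later neither do leaving out the 5 arrays (92) and the striatum covariate (54). The paper gives 6 to 7 mice per group, and 4 RS2 mice were analysed here. The array left out is named RS2 in its description and has another recovery time in its other labels. With RMA the paper's count of upregulated probesets at RS2 is about 20 in Fig. 3, read by eye, against 5 here, and array weights (30) and leaving out the 5 arrays (19) come within 1.5 times of it.

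For Nlgn1 the paper's log2 fold change is 0.00388 at RS2 and 0.00460 at RS6, against -0.00577 and -0.000498 here, which lie on the other side of 0. The sign is that of the paper without RS2 replicate 1 (0.0184) or replicate 4 (0.0150) at RS2, and with 9 RUV factors (0.00663) or the replicate block (0.00368) at RS6, and not under the other alternatives. None of these values passed the threshold. For the named genes the largest difference from the study's own fold changes was 0.0256 in SD (53 genes), 0.148 at RS2 (52), 0.0331 at RS3 (57) and 0.0209 at RS6 (51). The median difference was 0.0188 at RS2, against 0.00268 in SD, 0.00436 at RS3 and 0.00439 at RS6. No difference was larger than the standard error. That error measures the spread between mice, and both sets of values draw largely on the same mice, so it does not test their agreement.

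The paper lists Sin3a among the genes that fell with sleep deprivation, and here its adjusted p was 0.0122, which does not pass at an FDR under 0.01, while with 9 RUV factors it was 0.00692. The paper describes the pink cluster as 1 probeset larger than the 45 found in its table. The paper places most genes that rise with sleep deprivation among those that recover late and most genes that fall among those that recover early. Less than 50% of the change was left for 47.6% of the probesets that rose and 61.0% of those that fell at RS2, and for 71.1% and 80.5% at RS3, so that most probesets of both directions had passed this mark by RS3, while the shares left differed by -0.0858 percentage points at RS2 and -3.56 at RS3, with intervals that include 0. The paper states that the genes that fall and recover early show no differences by time of day, and here 30 of the 310 mint probesets (9.68%) did, with Usp2 among them, and the others did not pass. The paper counts Arntl among the genes that respond to sleep deprivation and recover early, and here it did not pass in SD (log2 fold change 0.16, adjusted p = 0.0432), while Dbp, Per1 and Per2 did.

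The Methods approximate the asymptote as the minimum mean log fold change of each cluster, and the cluster mean of smallest size used here departs from that wording. For the red cluster no time constant was obtained with it. With the lowest mean as the asymptote for clusters that rose, as the Methods word it and tried only after seeing the values, the fit gives 0.557 h for red and 1.00 h for blue. For clusters that fell the highest mean was taken, which leaves mint at 2.30 h. The mean over red, blue and mint is then 1.29 h, close to the average the paper gives for its fast clusters.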

Other observations

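None of the tests below was chosen after the result was seen. Markers of tissue near the cortex did not pass as lists in SD, with the largest shift in the 10 striatum markers (median -0.22, adjusted p = 0.0366 from camera). Of 9 hippocampus markers 1 rose, Pdzd2 (0.30 on the log2 scale), and the list had an adjusted p = 0.173 from camera. Of 9 markers of the olfactory bulb and the subventricular zone 1 fell, Dcx (-0.25), with an adjusted p = 0.897 for the list. Of 11 thalamus, 9 hypothalamus and 9 choroid plexus markers none passed in limma (adjusted p = 0.482, 0.722 and 0.816 for the lists). Of 15 markers of pericytes, smooth muscle and fibroblasts 1 rose, Abcc9 (0.27), with an adjusted p = 0.689 for the list. A single blood cell marker was measured, so its list was not tested, and of the mitochondrially encoded genes 0 were measured.

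The 60 ribosomal proteins lay below other genes in SD (adjusted p = 0.00653 from camera, and 0.232 with an estimated correlation), with no member past the threshold, and without RUV the direction turned (adjusted p = 0.412). Of 73 small nucleolar RNAs none passed in SD (adjusted p = 0.0321 for the list, and 0.529 with an estimated correlation). Of 351 microRNA host probesets 2 rose in SD (1 when adjusted over the list alone; adjusted p = 0.792 for the list), that of Mir212, a microRNA of neuronal activity, at 0.86 (call lost with 3 RUV factors, adjusted p = 0.0104, and with 9, 0.0115), and Mir124a-1hg at 0.31.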
